# Regulation of gene expression by the APP family in the adult cerebral cortex

**DOI:** 10.1038/s41598-021-04027-8

**Published:** 2022-01-07

**Authors:** Hye Ji Cha, Jie Shen, Jongkyun Kang

**Keywords:** Neuroscience, Diseases of the nervous system, Molecular neuroscience, Transcriptomics

## Abstract

Amyloid precursor protein (APP) is associated with both familial and sporadic forms of Alzheimer’s disease. APP has two homologs, amyloid precursor-like protein 1 and 2 (APLP1 and APLP2), and they have functional redundancy. APP intracellular c-terminal domain (AICD), produced by sequential α- or β- and γ-secretase cleavages, is thought to control gene expression, similarly as the ICD of Notch. To investigate the role of APP family in transcriptional regulation, we examined gene expression changes in the cerebral cortex of *APP/APLP1/APLP2* conditional triple knockout (cTKO) mice, in which APP family members are selectively inactivated in excitatory neurons of the postnatal forebrain. Of the 12 previously reported AICD target genes, only *Nep* and *Npas4* mRNA levels were significantly reduced in the cerebral cortex of cTKO mice, compared to littermate controls. We further examined global transcriptional changes by RNA-seq and identified 189 and 274 differentially expressed genes in the neocortex and hippocampus, respectively, of cTKO mice relative to controls. Gene Ontology analysis indicated that these genes are involved in a variety of cellular functions, including extracellular organization, learning and memory, and ion channels. Thus, inactivation of APP family alters transcriptional profiles of the cerebral cortex and affects wide-ranging molecular pathways.

## Introduction

Alzheimer’s disease (AD) is the most common cause of dementia and the sixth leading cause of death in the United States. Amyloid precursor protein (APP) was the first protein identified to be associated with AD, and since the molecular cloning of full-length APP cDNA, its physiological function has been extensively studied^1–3^. After the first mutation was discovered in the transmembrane domain of APP in familial AD (FAD)^4^, several additional pathogenic FAD mutations around the α-, β- or γ-secretase cleavage sites of APP have been identified (alzforum.org/mutations/app), highlighting the importance of the endoproteolytic processing of APP in AD pathogenesis.

APP is a type I transmembrane protein that is proteolytically processed into multiple different fragments. The initial cleavage of APP by either α-secretase (non-amyloidogenic pathway) or β-secretase (amyloidogenic pathway) within the Aβ region generates the N-terminal soluble ectodomains APPsα and APPsβ and the membrane-integrated C-terminal fragments αCTF or βCTF, respectively. The CTF fragments are subsequently cleaved by γ-secretase and produce Aβ, p3, and APP intracellular c-terminal domain (AICD)^5^. In mammals, *APP* has two homologs, amyloid precursor-like proteins 1 and 2 (*APLP1* and *APLP2*)^6,7^, which are similarly processed by the same secretases, producing the intracellular fragments of APLPs, termed ALID (APLP-intracellular domain) 1 and ALID2^8^.

Notably, APP processing is highly reminiscent of Notch processing, which triggers translocation of the Notch intracellular domain to the nucleus by γ-secretase and results in the transcriptional regulation of defined target genes involved in neuronal differentiation^9–11^. Thus, a similar functional role has been proposed for AICD, ALID1 and ALID2 as transcriptional regulators^8,12,13^. Indeed, AICD has been shown to translocate to the nucleus and can form a complex with the adaptor FE65 and the histone acetyltransferase Tip60 in cultured cells^12,14^. In addition, other putative AICD or ALIDs downstream target genes, including *Kai1*^15^, *GSk3b*^16^, *Bace1*, *Tip60*^17^, *Nep*^18^, *p53*^19^, *Egfr*^20^, *Lrp*^21^, and *Npas4*^22^, have been reported in APP germline knockout mice or in vitro culture systems. However, the validity of these proposed targets, and particularly whether they are also endogenous downstream targets of AICD or ALIDs, has remained controversial due to the lack of an adequate animal model.

To provide molecular insight into the physiological and signaling function of APP family members in the adult brain, we used recently generated *APP/APLP1/APLP2* triple conditional knockout (cTKO) mice^23^, in which all APP family members are selectively inactivated in excitatory neurons postnatally in the forebrain. We evaluated the expression of previously reported putative downstream target genes of AICD or ALIDs in the neocortex and hippocampus at the age of 3 months. In addition, unbiased analysis of global gene expression using RNA-seq revealed that loss of the APP family alters the transcription profile in the adult mouse cerebral cortex. These findings represent an initial step toward a more complete understanding of the role of APP family genes in the adult brain.

## Results

### Downregulation of the expression levels of *Nep* and *Npas4* in the cerebral cortex of cTKO mice

Our first goal was to determine whether the expression levels of previously identified putative AICD downstream target genes are changed in the absence of APP, APLP1, and APLP2 in the adult brain. Due to the genetic redundancy of APP, APLP1 and APLP2 and the perinatal lethality of *APP/APLP1/APLP2* germline triple knockout (TKO) mice, it is not possible to study the function of the APP family in the adult brain^24^. Thus, we used *APP/APLP1/APLP2* conditional TKO (*fAPP*/*fAPP; fAPLP1/fAPLP2; fAPLP2/fAPLP2; Camk2a-Cre*; hereafter cTKO) mice, in which all APP family members are selectively inactivated in excitatory neurons postnatally in the forebrain^23^. These cTKO mice show mild learning and memory deficits as well as impairment of synaptic plasticity at the age of 3 months, but there is no gross abnormality in the cerebral cortex of cTKO up to ~ 2 years of age. We performed qRT-PCR of total RNA extracts from the neocortex and hippocampus of cTKO and control mice (*fAPP*/*fAPP; fAPLP1/fAPLP2; fAPLP2/fAPLP2*) at age 3 months. Consistent with previous Northern analysis results^23^, we observed a significant decrease in the mRNA expression of *App*, *Aplp1*, and *Aplp2* in the neocortex (*App*: 76%, p < 0.0001; *Aplp1*: 73%, p < 0.0001, *Aplp2*: 67%, p < 0.0001; Fig. 1a) and hippocampus (*App*: 71%, p < 0.0001; *Aplp1*: 71%, p < 0.0001; *Aplp2*: 59%, p < 0.0001, Student’s *t*-test, n = 5 per genotype; Fig. 1b) of cTKO compared to littermate control mice.

**Figure 1:**
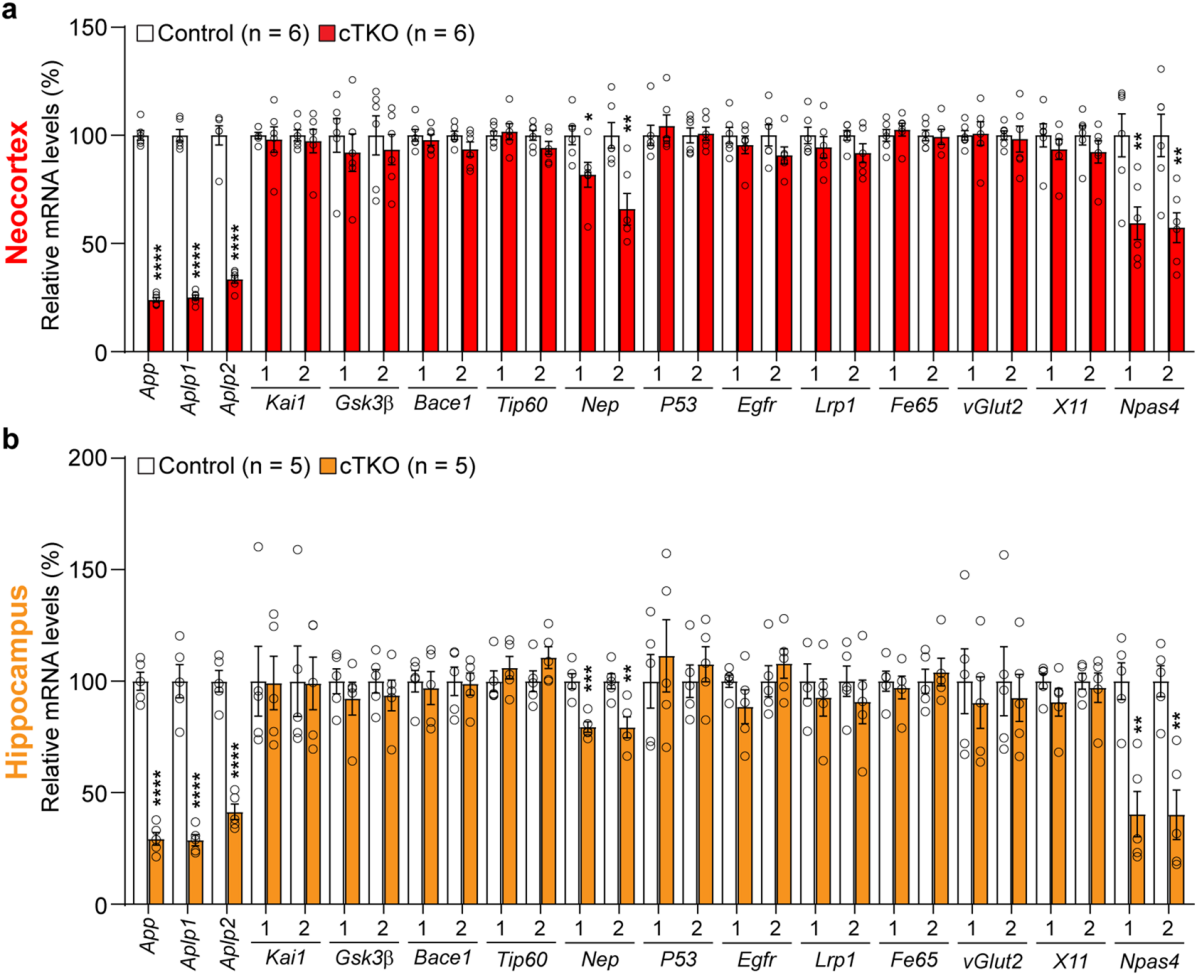
Expression levels of *APP* family genes and putative AICD target genes in the cerebral cortex of cTKO mice at 3 months of age. (**a**,**b**) Relative mRNA levels of putative AICD target genes in the neocortex (**a**) and hippocampus (**b**) of cTKO mice relative to the controls at 3 months of age. The mRNA levels of each gene were normalized to the mRNA levels of the *Gapdh* and *Rpl13a* housekeeping genes. All data are expressed as the means ± SEMs. n = 5–6 mice per genotype. Statistical analysis was performed with Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Then, we evaluated the expression levels of previously reported putative AICD downstream target genes (*Kai, Gsk3b, Bace1, Tip60, Nep, P53, Egfr, Lrp1, Fe65, vGlut2, X11,* and *Npas4*)^12,14–22^ in the cerebral cortex of cTKO and control mice by qRT-PCR analysis. We detected a significant decrease in the levels of *Nep* (1st primer set: 18%, p = 0.0296; 2nd primer set: 34%, p = 0.0046, Student’s *t*-test) and *Npas4* (1st primer set: 41%, p = 0.0086; 2nd primer set: 43%, p = 0.0053, Student’s *t*-test) in the neocortical transcriptome in cTKO mice compared to controls (Fig. 1a). Similarly, the expression levels of *Nep* and *Npas4* in the hippocampus were significantly decreased in cTKO mice compared to controls (*Nep*; 1st primer set: 21%, p = 0.0009; 2nd primer set: 21%, p = 0.0076, *Npas4*; 1st primer set: 60%, p = 0.0019; 2nd primer set: 60%, p = 0.0018, Student’s *t*-test, Fig. 1b). However, the expression levels of other putative AICD downstream target genes showed no significant difference between cTKO and control mice. Together, loss of all APP family genes in the cerebral cortex in vivo reduces gene expression of *Nep* and *Npas4*, which have been reported as AICD target genes in other animal model systems.

### Differential gene expression in the cerebral cortex of mice lacking APP family gene in excitatory neurons

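RNA was taken from the neocortex and the hippocampus of cTKO mice and littermate controls at 3 months of age, with 5 libraries for each genotype and region and 20 libraries in all. In cTKO mice, Cre recombinase under the Camk2a promoter deletes floxed segments of App, Aplp1 and Aplp2 from forebrain excitatory neurons after birth. Libraries are named by genotype, region and the authors' number within the group, and the paper's text, by which both regions were taken from 5 cTKO mice and 5 controls, does not say whether the same number marks the same mouse or litter. The authors mapped the reads with STAR, counted them on genes with HTSeq and deposited the raw counts by gene symbol without normalization. Total counts ranged from 12169474 to 24842764 per neocortical library, with a median of 15383543 in controls and 19005158 in cTKO mice. In the hippocampus, they ranged from 19552353 to 25331954, with a median of 21283786 in controls and 24160845 in cTKO mice. The smallest level that a library of this depth can show, 3 counts, lay between 0.118 and 0.247 CPM, the unit of counts scaled to the library size, and covers counting error only. Levels are given as CPM on library sizes scaled by edgeR's TMM method, whose factors lay between 0.960 and 1.04, and the 10 genes with the most counts took at most 4.62% of a library. The positions of genes are those of the RefSeq annotation of GRCm38, joined to the counts by symbol. The strand setting of the counting is not named in the paper's text, so reads of overlapping genes on opposite strands could have been counted on either gene or on neither.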

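The targeted genes were lower in every cTKO library than in every control library of the same region. App, on chromosome 16 from 84952666 to 85175255, where it overlaps Gm10791, was counted at 1620 ± 115 CPM (SD, n = 5) in control neocortex and 378 ± 29.7 CPM (SD, n = 5) in cTKO neocortex. Its log2 fold change was -2.10 in the neocortex (standard error 0.071, FDR 1.31e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the hippocampus, App was at 1518 ± 95.2 CPM in controls and 443 ± 11.4 CPM in cTKO mice, a log2 fold change of -1.78 (standard error 0.061, FDR 8.13e-09). Single cTKO libraries held between 341 and 409 CPM of App in the neocortex and between 431 and 459.5 CPM in the hippocampus, and the lowest control libraries held 1507 and 1377 CPM. Aplp1, on chromosome 7 from 30434980 to 30445582, had a log2 fold change of -1.92 in the neocortex (FDR 3.82e-08) and -1.93 in the hippocampus (FDR 3.79e-08). Its level was 268 to 393 CPM in cTKO neocortex against 1128 to 1252 CPM in control neocortex, and 282 to 361 CPM in cTKO hippocampus against 1135 to 1339 CPM in control hippocampus. Aplp2, on chromosome 9 from 31149557 to 31211848, where it overlaps Gm46106 and Gm33535, had a log2 fold change of -1.60 in the neocortex (FDR 1.07e-07) and -1.25 in the hippocampus (FDR 3.31e-05). Its level was 236 to 269.6 CPM in cTKO neocortex against 625 to 835 CPM in control neocortex, and 235 to 294 CPM in cTKO hippocampus against 493 to 678 CPM in control hippocampus. For each of the 3 genes in each region, an exact permutation test of log2 CPM gave a two-sided p of 0.00794, the smallest that 5 libraries against 5 allow.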

Having confirmed that loss of APP family genes can alter gene expression of *Nep* and *Npas4* in the cerebral cortex, we then aimed to assess the global impact of APP family gene loss on transcriptional changes by performing RNA-seq experiments using the neocortex and hippocampus of cTKO and littermate control mice (n = 5 per genotype) at the age of 3 months. A total of 86–91% of raw reads were mapped to the mm10 mouse genome (Supplementary Table 1). 

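Supplementary Table S1 gives the paper's own percentages of uniquely mapped reads, which lie between 88.97% and 90.99% in the 10 neocortical libraries and between 85.98% and 88.25% in the 10 hippocampal libraries. Set against the uniquely mapped reads of that table, the deposited raw counts on genes came to between 75.0% and 78.3% in the neocortex and between 76.5% and 80.8% in the hippocampus. The remaining uniquely mapped reads were not assigned to a gene by the authors' counting, and they are not in the deposited counts.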

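The distance between a pair of libraries was computed as in the limma package's MDS plot, as the root mean square of the 500 largest log2 differences between them. The median distance was 2.79 over the 100 pairs of libraries from different regions, 1.62 over the 50 pairs of different genotype within a region, and 1.51 over the 40 pairs of the same genotype and region. The ratio of a library's median distance to the other region to its median distance to the other genotype of its own region had a median of 1.74 over the 20 libraries (SD 0.202). The lowest distance between regions, 2.47, was above the highest distance between genotypes, 2.27, but over the top 50 genes of each pair the lowest between regions, 3.93, was below the highest between genotypes, 4.49. Over these 50 genes, the ratio was 1.44, and the median distance was 3.52 between genotypes and 3.54 within a group. Within the neocortex alone, the median distance was 1.33 between genotypes and 1.24 between libraries of the same genotype, and within the hippocampus it was 1.52 and 1.40. The alternative that moved the ratio most was a common selection of genes for all pairs, which gave 2.16. The libraries farthest from the others of their region were cTKO neocortex library 5, with a median distance of 1.90, and cTKO hippocampus library 4, with a median distance of 1.92, and both held globin and Hox genes of embryonic tissue at levels far above the other 18 libraries.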

Multi-dimensional scaling (MDS) plots indicated that gene expression profiles were more distinct between different tissues than genetic changes of between cTKO mice and controls (Fig. 2a–c).

**Figure 2:**
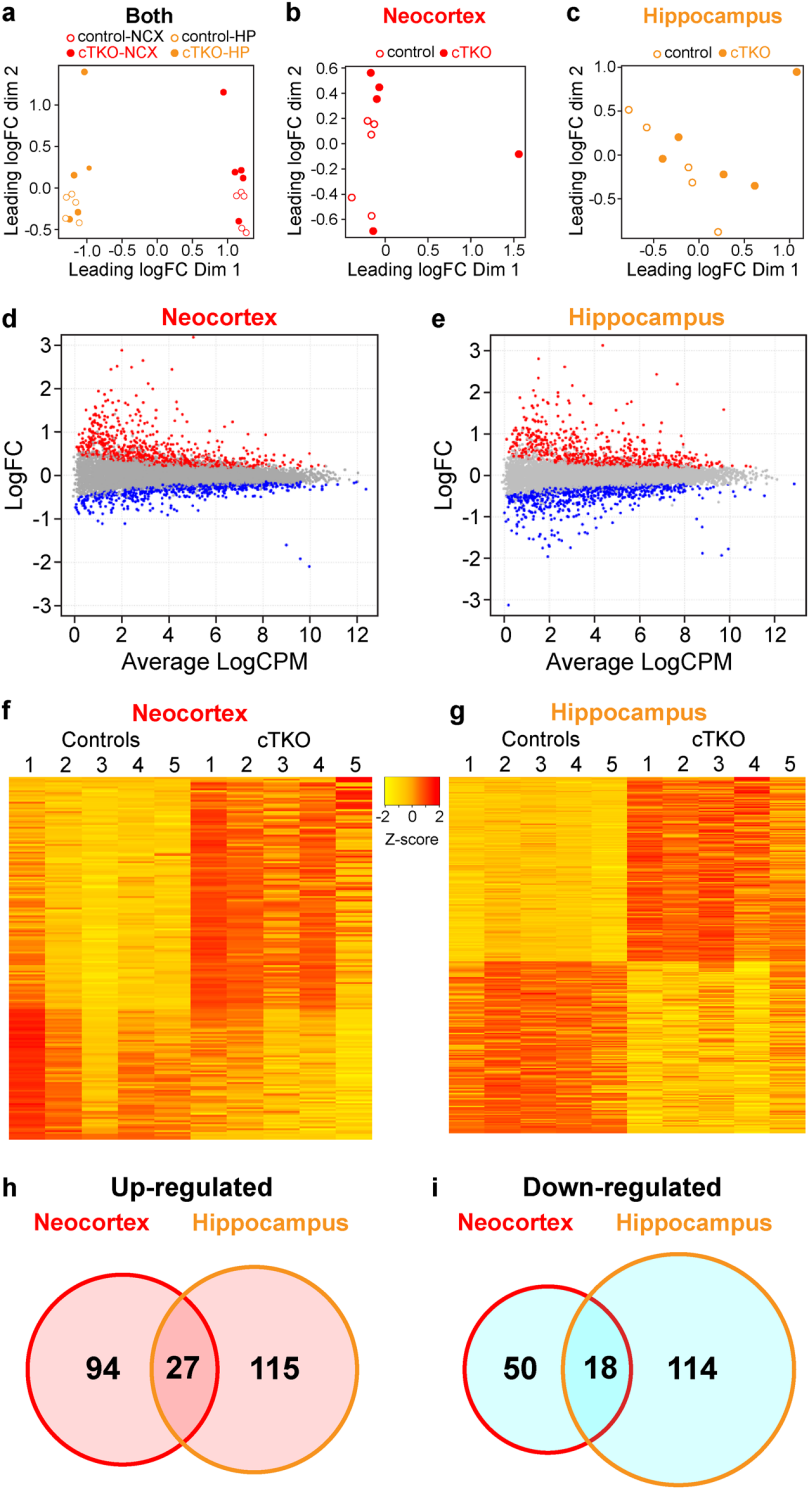
Significant changes in the transcriptome profile of the cerebral cortex by loss of APP family in the excitatory neurons. (**a**–**c**) Multi-dimensional scaling (MDS) plots of the RNA-seq data from all 20 samples (**a**), the neocortex (**b**), and hippocampus samples (**c**). n = 5 mice per genotype. (**d**,**e**) MA plots showing the (log2) normalized mean of all genes expressed across the control samples plotted against the neocortex (**d**) or hippocampus (**e**) of cTKO mice at the age of 3 months. The upregulated genes (p-value < 0.05) are shown in red, and the downregulated genes (p-value < 0.05) are shown in blue. (**f**,**g**) The relative RNA expression levels of all significant DEGs (FDR p-value < 0.05) in the neocortex (**f**) or hippocampus (**g**) between controls and cTKO mice were calculated as z-scores and displayed in heatmaps. The color scale of the z-scores’ (− 2, yellow, to + 2, red) is shown between the panels. (**h**,**i**) Venn diagrams show the overlaps among the up- or down-regulated DEGs in the neocortex (**h**) and hippocampus (**i**) between the controls and cTKO mice.

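Within each region, genes with a CPM above 1 in at least 5 of the 10 libraries were tested, which left 13843 genes in the neocortex and 13702 genes in the hippocampus. The genotypes were compared with edgeR's quasi-likelihood test on TMM-normalized counts and Benjamini-Hochberg adjustment over the genes of one region. The paper's text names edgeR and its normalization but neither the test nor the filter on low counts, and edgeR's exact test and likelihood ratio test were run beside the quasi-likelihood test. Over all genes tested, the median log2 fold change was 0.0090 in the neocortex and 0.0049 in the hippocampus.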

We then compared the gene expression in the neocortex and hippocampus of cTKO mice and littermate controls using edgeR^25^. 

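In the neocortex, 26 genes differed between cTKO mice and controls at an FDR of 0.05 in edgeR's quasi-likelihood test, 12 of them up-regulated and 14 down-regulated in cTKO mice. At an unadjusted p of 0.05, 1444 genes differed. Among the alternatives set beforehand, the number of DEGs moved most with DESeq2, which gave 221 (91 up-regulated and 130 down-regulated), while edgeR's exact test gave 163 (82 up-regulated and 81 down-regulated) and its likelihood ratio test 167 (84 up-regulated and 83 down-regulated), and each of these lists held all 26 genes. With the library number as a block, the number was 12 (5 up-regulated and 7 down-regulated). Apart from the targeted genes, the DEGs with the largest changes and no overlap between the genotypes included Ecel1, F2rl2, Igsf9 and Wfs1, which rose, and BC030499, the symbol in the files for Rskr, and Npas4, which fell. Ecel1, on chromosome 1 from 87142874 to 87157085, rose from 10.4 ± 3.00 CPM (SD, n = 5) to 29.9 ± 10.1 CPM (SD, n = 5), a log2 fold change of 1.55 (standard error 0.25, FDR 0.0303). F2rl2, which overlaps Iqgap2 on chromosome 13, rose by 1.26 on the log2 scale (standard error 0.22, FDR 0.0352) and Igsf9 by 1.20 (standard error 0.21, FDR 0.0390). Wfs1 rose from 189 ± 19.1 to 362 ± 95.5 CPM (log2 fold change 0.94, standard error 0.15, FDR 0.0307). BC030499 fell from 16.4 ± 1.73 to 9.27 ± 2.16 CPM (log2 fold change -0.84, standard error 0.15, FDR 0.0390). For a gene chosen beforehand, 5 libraries against 5 do not overlap by chance with a probability of 0.00794 (exact permutation test, two-sided), which does not hold for these genes, since they were chosen for not overlapping.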

Comparison of the neocortex transcriptomes of cTKO mice and littermate controls identified 189 differentially expressed genes (DEGs) (121 up-regulated and 68 down-regulated in cTKO) with a Fales Discovery Rate (FDR) of less than 5% (Fig. 2d,f). In the hippocampus, a total of 274 DEGs (132 up-regulated and 142 down-regulated in cTKO) were identified with an FDR of less than 5% (Fig. 2e,g). 

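The same test of the hippocampal libraries gave 67 DEGs, 43 up-regulated and 24 down-regulated in cTKO mice, and 1646 genes at an unadjusted p of 0.05. DESeq2 gave 331 (182 up-regulated and 149 down-regulated), edgeR's exact test 258 (141 up-regulated and 117 down-regulated) and its likelihood ratio test 259 (142 up-regulated and 117 down-regulated), and all 67 genes were in each of these lists. With the library number as a block, 58 genes were DEGs (26 up-regulated and 32 down-regulated). Penk, on chromosome 4 from 4133536 to 4138815, rose from 33.7 ± 3.60 CPM (SD, n = 5) in controls to 182 ± 62.1 CPM (SD, n = 5) in cTKO mice, a log2 fold change of 2.43 (standard error 0.20, FDR 4.59e-05). Ecel1 rose by 2.16 on the log2 scale (FDR 0.0143), Drd1 by 1.92 (FDR 3.31e-05) and Ppl by 1.80 (FDR 0.00135). Trpa1 fell from 2.05 ± 0.675 to 0.109 ± 0.0704 CPM (log2 fold change -4.13, standard error 0.43, FDR 0.0007), and its cTKO libraries held between 0 and 4 counts of it, so the size of the change is set by counts at the limit of the depth. Vwa3a fell by 1.75 on the log2 scale (FDR 0.0143) and Vwa5b1 by 1.53 (FDR 0.0123). In each of these genes, all 5 cTKO libraries lay on one side of all 5 control libraries, for which they were chosen. A test of the region by genotype interaction over all 20 libraries found 8 genes whose change differed between the regions at an FDR of 0.05, the first of which were Lrrc55 (log2 difference 1.04, FDR 0.00124) and Ptchd1 (log2 difference 1.04, FDR 0.00444). This test takes the 20 libraries as independent, although both regions were taken from the same mice, and with a block for the mouse, if the same number is taken to mark the same mouse, 18 genes differed.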

Consistent with our qRT-PCR data, the expression levels of several putative AICD target genes (*Kai, Gsk3b, Bace1, Tip60, P53, Egfr, Lrp1, Fe65, vGlut2,* and *X11*) were not changed in either hippocampal or neocortical transcriptome of cTKO mice compared to those of the controls. In contrast, the expression level of *Npas4* was significantly decreased in the neocortex (LogFC = − 0.81, FDR p-value < 0.0001) and hippocampus (LogFC = − 1.38, FDR p-value < 0.0001) of cTKO mice. 

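Of the 10 genes, the files list Kai as Cd82, Tip60 as Kat5, P53 as Trp53, Fe65 as Apbb1, vGlut2 as Slc17a6 and X11 as Apba1. In the neocortex, their log2 fold changes lay between -0.16 and 0.17, with FDR values from 0.536 to 0.966 in edgeR's quasi-likelihood test, and 0 of the 10 had an unadjusted p under 0.05. In the hippocampus, the changes lay between -0.29, for Slc17a6, and 0.32, for Trp53, with FDR values from 0.247 to 0.989. There, 3 of the 10 genes, Cd82, Slc17a6 and Trp53, had an unadjusted p under 0.05. Trp53 was at 23.6 ± 1.17 CPM (SD, n = 5) in controls and 29.5 ± 5.17 CPM (SD, n = 5) in cTKO mice, and all 5 cTKO libraries lay above all 5 control libraries (exact permutation test of log2 CPM, two-sided, p = 0.00794, the smallest that 5 libraries against 5 allow). The same test gave 0.0317 for Cd82 and 0.0238 for Slc17a6. Adjusted over the 12 genes of the paper's list alone, which includes Npas4 and Nep, the lowest FDR among the 10 was 0.0614 in the hippocampus and 0.454 in the neocortex. The largest standard error of a log2 fold change among them was 0.16 in the neocortex and 0.12 in the hippocampus. In the annotation, Bace1 overlaps Rnf214, Apba1 overlaps Gm34076, Slc17a6 overlaps Gm33136 and Cd82 overlaps Mir7001 and Gm10804. Gsk3b overlaps BC031361 and Gm25617, Egfr overlaps Gm39584 and Egfros, and Lrp1 overlaps Gm16217 and Gm51820. Part of the reads of these genes could thus belong to the other gene.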

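Npas4 lies on chromosome 19 from 4984353 to 5003439. In the neocortex, it was at 48.0 ± 8.23 CPM (SD, n = 5) in controls and 27.4 ± 3.23 CPM (SD, n = 5) in cTKO mice, a log2 fold change of -0.81 (standard error 0.12, FDR 0.0144 in edgeR's quasi-likelihood test). In the hippocampus, it was at 17.2 ± 5.41 CPM in controls and 6.60 ± 2.23 CPM in cTKO mice, a log2 fold change of -1.38 (standard error 0.27, FDR 0.0434). Every cTKO library lay below every control library of its region, from 22.3 to 31.2 CPM against 38.8 to 59.5 CPM in the neocortex and from 3.42 to 9.27 CPM against 9.58 to 23.2 CPM in the hippocampus. Adjusted over the 12 genes of the paper's list alone, the FDR was 1e-04 in the neocortex and 0.00238 in the hippocampus. The direction was the same in all 24 alternatives, but the FDR lay between 5.41e-08 and 0.167 in the neocortex, where Npas4 was a DEG in 19 of them, and between 1.27e-05 and 0.135 in the hippocampus, where it was a DEG in 13 of them. With each library left out in turn, the log2 fold change stayed between -0.87 and -0.72 in the neocortex and between -1.54 and -1.22 in the hippocampus, and the FDR stayed under 0.05 in 7 and 3 of the 10 fits.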

For *Nep*, while the change in its expression level in cTKO mice compared to the controls was not significant for the whole group (NCX: LogFC = − 0.06, FDR p-value = 0.97; HP: LogFC = − 0.38, FDR p-value = 0.54), significantly reduced expression of *Nep* in the hippocampus was observed when the data from one cTKO mouse with the most different gene expression profile were removed (LogFC = − 0.65, FDR p-value = 0.007).

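Nep is listed in the files as Mme and lies on chromosome 3 from 63295211 to 63383713. In the neocortex, Mme was at 12.1 ± 1.47 CPM (SD, n = 5) in controls and 11.7 ± 2.92 CPM (SD, n = 5) in cTKO mice, a log2 fold change of -0.061 (standard error 0.15, FDR 0.930 in edgeR's quasi-likelihood test). In the hippocampus, it was at 7.82 ± 1.78 CPM in controls and 6.00 ± 2.26 CPM in cTKO mice, a log2 fold change of -0.38 (standard error 0.22, FDR 0.551), and an exact permutation test of log2 CPM gave a two-sided p of 0.143. Between 113 and 237 counts of Mme were found per hippocampal library of cTKO mice. The 5 cTKO libraries of the hippocampus were left out in turn, because the paper's text does not number the mouse that was removed. Without library 1, 2, 3 or 4, the log2 fold change was -0.30, -0.33, -0.31 and -0.35, with FDR values of 0.652, 0.677, 0.670 and 0.631. Without library 5, it was -0.64 (standard error 0.17, FDR 0.0965), the FDR being 0.0306 with edgeR's exact test and 0.0289 with its likelihood ratio test. The library farthest from the others by MDS distance was cTKO hippocampus library 4, with a median distance of 1.92. The highest level of Mme was in cTKO hippocampus library 5, at 10.0 CPM against 4.63 to 5.40 CPM in the other 4. Library 5 had the lowest median distance of its region, 1.27, so by this measure its profile was not the most different.

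**Figure D1:**
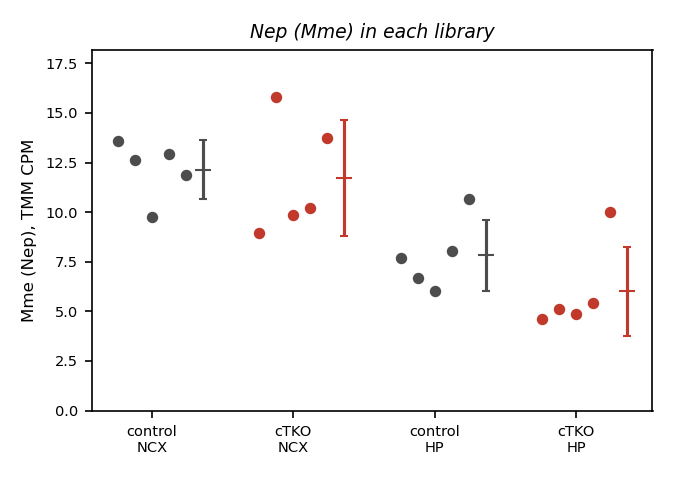
TMM-normalized CPM of Mme (Nep) in each library of the neocortex (NCX) and hippocampus (HP), with points in the order of the library numbers 1 to 5 within each group and the mean ± SD (n = 5) beside them. In cTKO hippocampus, libraries 1 to 4 lie between 4.63 and 5.40 CPM and library 5 lies at 10.0 CPM, within the range of the controls, 6.04 to 10.7 CPM.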

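At an FDR of 0.05 in edgeR's quasi-likelihood test, 9 genes were DEGs in the same direction in both regions, and 0 changed in opposite directions. Among the 13469 genes tested in both, 0.117 would be expected by chance (Fisher's exact test, p = 1.14e-15). That expectation takes the lists of the regions as independent, although both regions were taken from the same mice. The deleted App, Aplp1 and Aplp2 are among the 9. Ecel1 and Bmp3 were among those up-regulated and App, Aplp1, Aplp2, Hrk, Ppfia3 and Npas4 were down-regulated in both. The alternative that moved this number most was DESeq2 among those set beforehand, with 48 shared DEGs (24 up-regulated and 24 down-regulated), and edgeR's exact test gave 41 (22 up-regulated and 19 down-regulated). With the library number as a block, 4 genes were shared. Of the 45 genes in Supplementary Table S2, all 45 changed in the direction of that table in both regions, each with an unadjusted p under 0.05, and 15 were DEGs in the neocortex and 15 in the hippocampus. Adjusted over the 45 genes alone, all 45 passed in each region, which shows no stability, since the table holds the paper's own calls on these libraries. Bmp3 rose by 0.91 on the log2 scale in the neocortex (FDR 0.0362) and 1.74 in the hippocampus (FDR 0.0204). Hrk fell by 0.52 (FDR 0.0458) and 0.73 (FDR 0.0271), and Ppfia3 fell by 0.48 (FDR 0.00246) and 0.33 (FDR 0.0346). Among the genes of the table, H19 had log2 fold changes of 5.89 (FDR 0.244) and 5.10 (FDR 0.224) and Top2a of 2.63 (FDR 0.369) and 2.60 (FDR 0.261), each set by a single cTKO library of the region, cTKO neocortex library 5 and cTKO hippocampus library 4. Without these libraries, the log2 fold change of H19 was -0.037 in the neocortex and 0.18 in the hippocampus, and that of Top2a was -0.055 and 0.38. Prss23 rose by 0.62 in the neocortex (FDR 0.155) and 1.07 in the hippocampus (FDR 0.118).

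**Figure D2:**
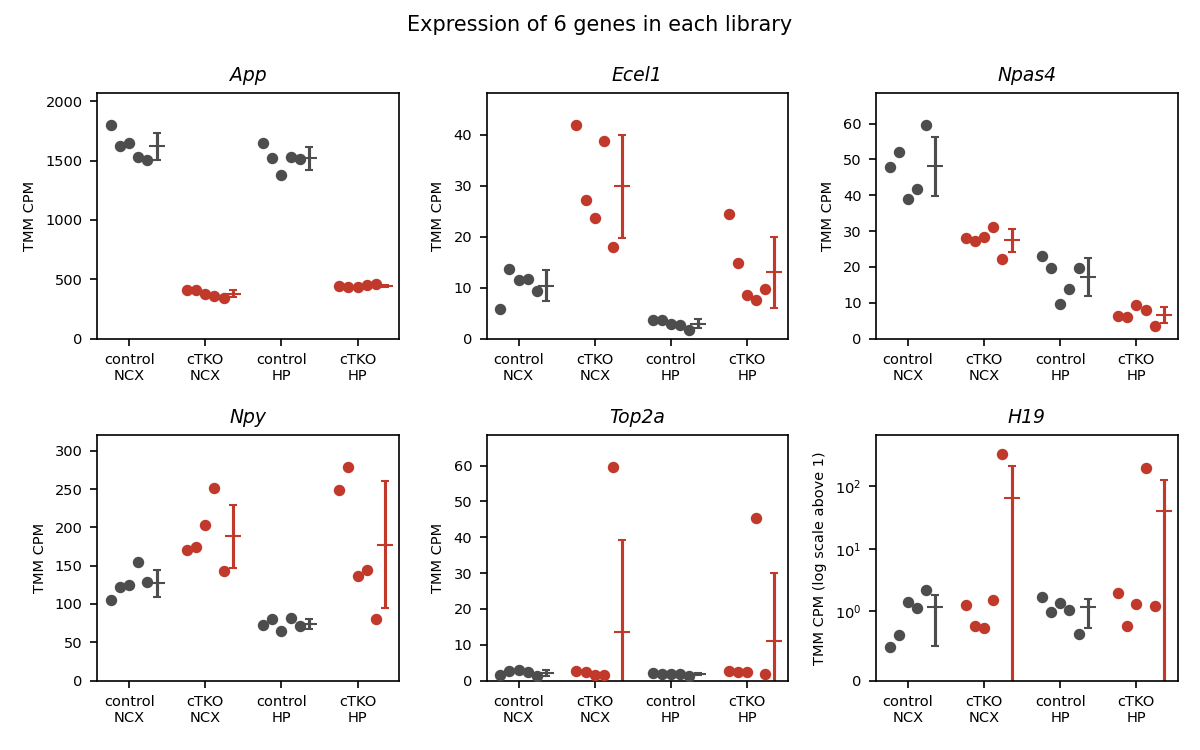
TMM-normalized CPM of App, Ecel1, Npas4, Npy, Top2a and H19 in each library of the neocortex (NCX) and hippocampus (HP), with points in the order of the library numbers 1 to 5 within each group, the mean ± SD (n = 5) beside them, and error bars ended at 0. The cTKO libraries of App and Npas4 lie below all controls of their region and those of Ecel1 above, while the high means of Top2a and H19 come from cTKO neocortex library 5, at 59.5 and 327 CPM, and cTKO hippocampus library 4, at 45.3 and 195 CPM, with H19 on an axis that is logarithmic above 1.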

Further examination of DEGs revealed that 27 genes were upregulated (*Adamts18, Als2, Bdnf, Blnk, Bmp3, Ccnf, Col27a1, Cxcr4, Ecel1, Ecm1, Fndc9, Foxm1, Gldn, Gpnmb, H19, Igsf9, Ly6g6e, Npy, Plekha, Prss23, Rab32, Rxfp3, Serinc2, Serpinf1, Tll1, Top2a,* and *Ubtd1*) and 18 genes were downregulated (*App, Aplp1, Aplp2, Rskr, Btg2, Cdk14, Hlf, Hmgcs2, Homer2, Hrk, Map3k19, Npas4, Lrrc33, Ppfia3, Prkcb, Rims1, Tub,* and *Vwa3a*) in both the neocortex and hippocampus of cTKO mice compared to the controls (Fig. 2h,i, Supplementary Table S2). We then performed technical validation of our RNA-seq dataset by qRT-PCR of cerebral cortex obtained from a different set of mice. First, we confirmed that *App*, *Aplp1*, and *Aplp2* expression was, as expected, significantly lower in cTKO mice than in the controls (Fig. 3a,b). We performed qRT-PCR for the set of DEGs that were differentially expressed in both the neocortex and hippocampus (42 genes). The qRT-PCR results showed that of these 42 genes, 39 and 41 showed identical patterns to those determined by RNA-seq in the neocortex and hippocampus, respectively. However, for 3 genes (*Fndc9, Foxm1, Top2a*), although qRT-PCR confirmed the direction of the changes in mean expression (higher or lower) in cTKO mice, the difference was not statistically significant. Thus, our validation rate was 93% for the neocortex and 98% for the hippocampus. This finding suggests that the expressions of these genes are affected by APP family signaling universally with spatial restriction. Overall, these data demonstrate that the inactivation of the APP family in the cerebral cortex alters the transcription profile of a large set of genes with diverse roles.

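Scores of marker genes, the mean log2 CPM over each of 18 sets of genes written down beforehand, were compared between the genotypes to describe the cell types and states behind the transcriptomes. In the neocortex, 0 of the 18 scores differed at an FDR of 0.05 over the sets and 2 at an unadjusted p of 0.05, and in the hippocampus 0 differed at that FDR and 4 at that p (exact permutation tests, two-sided, 5 libraries against 5). The lowest FDR was 0.214 in the neocortex and 0.0952 in the hippocampus. The number of libraries limits this count, since the smallest p is 0.00794, with which a set alone has an FDR of 0.143, and 3 of the 18 sets would have to reach it for an FDR under 0.05. Limma's camera test, which takes genes and not libraries as its replicates, gave an FDR under 0.05 for 13 of the 18 sets in the neocortex and 10 in the hippocampus. The score of excitatory neurons, in which the APP family is inactivated, differed by 0.00066 on the log2 scale in the neocortex (exact permutation p = 0.984, FDR 0.984) and by 0.047 in the hippocampus (exact permutation p = 0.262, FDR 0.524). The score of activated microglia was 0.24 higher in cTKO hippocampus (exact permutation p = 0.0635, FDR 0.214, camera FDR 0.0330) and that of reactive astrocytes 0.56 higher (exact permutation p = 0.175, FDR 0.393, camera FDR 0.00196). The paper reasons from its lists of DEGs in the 2 regions, and from its qRT-PCR of other mice (Fig. 3), which is not analysed here, to the conclusion that loss of the APP family changes the expression of many genes with varied functions.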

**Figure 3:**
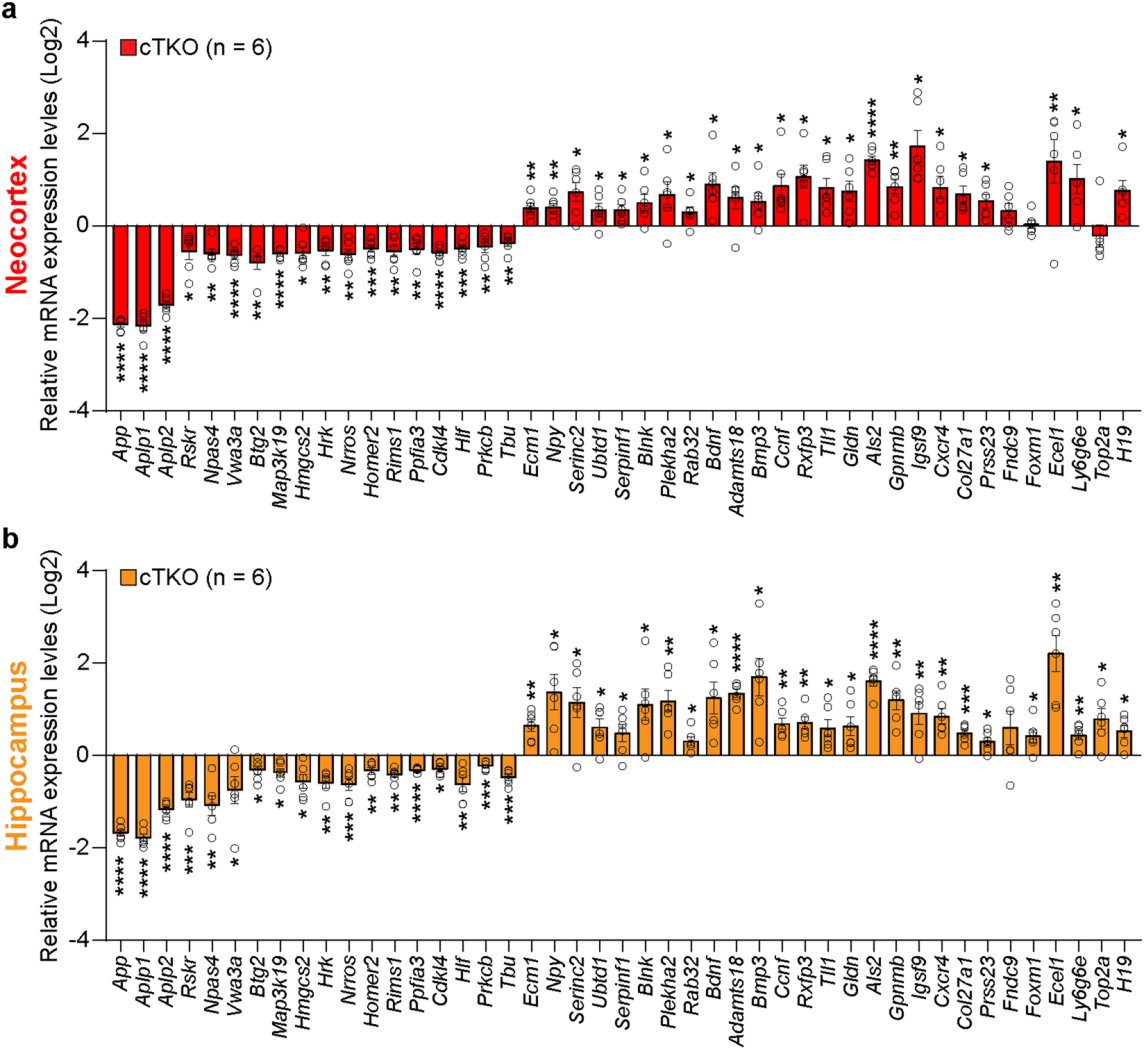
Validation of common DEGs in the neocortex and hippocampus. (**a**,**b**) Quantification of relative gene expression levels of the RNA-seq common DEGs in the neocortex (**a**) and hippocampus (**b**) of cTKO mice compared to controls at the age of 3 months. The mRNA levels of each gene were normalized to the mRNA levels of the *Gapdh* and *Rpl13a* housekeeping genes. All data are expressed as the means ± SEMs. Statistical analysis was performed with Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Changes of molecular pathways in the cerebral cortex by the loss of APP family

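No GO annotation was used here, and classes of genes were tested in place of GO terms. There were 18 classes, fixed beforehand and defined by gene symbols or by lists of markers, among them collagen chains, ion channels, potassium channels, and neuropeptides with their receptors and processing enzymes. Each class was tested for enrichment among the DEGs of a region with a one-sided Fisher's exact test against the genes tested in that region, with Benjamini-Hochberg adjustment over the 18 classes.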

To explore the biological processes and molecular functions of the genes that were differentially regulated in the cerebral cortex of cTKO mice compared to that of controls, we performed Gene Ontology (GO) enrichment analyses using the Goseq R package^26^. The GO terms enriched among the DEGs with FDR-corrected p-values of less than 0.05 were identified. The DEGs in the neocortex and hippocampus were annotated with 86 and 133 GO biological process terms, respectively. 

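Collagen chains stand here for the extracellular structure. In the neocortex, 36 collagen genes were tested and 0 were DEGs of edgeR's quasi-likelihood test, where 0.0676 would be expected by chance (Fisher's exact test, adjusted p = 1). Among the DEGs of edgeR's exact test, 3 collagen genes were found (adjusted p = 0.0387 by Fisher's exact test), and limma's camera test over all tested genes, which needs no list of DEGs, gave an adjusted p of 7.85e-05 for higher expression of the class in cTKO mice. Over all the alternatives, the adjusted p lay between 1.21e-09 and 1, the lowest with the exact test without cTKO library 3, a setting chosen after seeing the data. Immediate early genes were the class enriched among the DEGs of the neocortex, with 2 of 29, Btg2 and Npas4 (adjusted p = 0.0240, Fisher's exact test). Btg2 fell from 20.9 ± 2.62 CPM (SD, n = 5) to 12.9 ± 2.07 CPM (SD, n = 5), a log2 fold change of -0.70 (standard error 0.12, FDR 0.0352). Scn7a, an ion channel gene, was also a DEG there and rose by 1.14 on the log2 scale (standard error 0.21, FDR 0.0433).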

In particular, the extracellular structure organization, calcium ion regulated exocytosis, and inhibitory postsynaptic potential were top enriched pathways in biological processes affected by the loss of APP family in the neocortex (Fig. 4a). Interestingly, genes associated with the neuropeptide signaling pathway, regulation of membrane potential, and learning- or memory-related biological processes were most enriched pathways in the hippocampus (Fig. 4b). 

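In the hippocampus, 52 genes of neuropeptides, their receptors and processing enzymes were tested, and 4 were DEGs where 0.254 would be expected by chance (adjusted p = 0.00213, Fisher's exact test). These were Penk and Ecel1, which rose, and Nts and Mc4r, which fell. Nts, on chromosome 10 from 102481756 to 102490418, was at 9.25 ± 0.685 CPM (SD, n = 5) in controls and 5.13 ± 0.952 CPM (SD, n = 5) in cTKO mice, a log2 fold change of -0.85 (standard error 0.13, FDR 0.0143). Mc4r, on chromosome 18 from 66857705 to 66860487, was at 11.2 ± 1.44 CPM in controls and 5.61 ± 1.45 CPM in cTKO mice, a log2 fold change of -0.998 (standard error 0.16, FDR 0.0186). The camera test, which asks whether a class shifts as a whole, gave an adjusted p of 0.780. Over all the alternatives, the adjusted p lay between 8.55e-11 and 0.780. The lowest came from the exact test without cTKO library 5, a setting chosen after seeing the data. Settings fixed beforehand also gave low values, 1.32e-10 with all 20 libraries in one fit, 2.44e-10 with DESeq2 and 4.69e-08 with the exact test. Of the fits set beforehand that left out a library, the one without control library 4 did not pass (0.328). Slow activity-induced genes were also enriched, with Bdnf and Penk among 11 (adjusted p = 0.00755, Fisher's exact test), as were markers of the striatum, with Drd1 and Penk among 10 (adjusted p = 0.00755). Immediate early genes were enriched too, with Ier5 and Npas4 among 29 (adjusted p = 0.0395, Fisher's exact test). These genes changed in opposite directions, with a log2 fold change of 0.99 for Ier5 and -1.38 for Npas4. Bdnf, on chromosome 2 from 109674700 to 109727043, rose by 1.21 on the log2 scale (standard error 0.22, FDR 0.0347).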

In parallel, a total of 20 (neocortex) and 53 (hippocampus) GO molecular function terms were identified with an FDR-corrected p-value of less than 0.05. Consistent with the biological processes GO terms, extracellular matrix structural constituents and channel activity were observed as most changed in the neocortex and hippocampus, respectively (Fig. 4c,d).

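Among the 170 ion channel genes tested in the hippocampus, 1 was a DEG of edgeR's quasi-likelihood test, Trpa1, where 0.831 would be expected by chance (Fisher's exact test, adjusted p = 1). The DEGs of edgeR's exact test held 8 of them (adjusted p = 0.0457, Fisher's exact test), and the adjusted p lay between 0.0313 and 1 over all the alternatives. The lowest of these came from the camera test, for lower expression of the class in cTKO mice. In the collagen class, 1 of 33 genes tested in the hippocampus was a DEG, Col6a1, which rose by 1.57 on the log2 scale (standard error 0.26, FDR 0.0210, adjusted p of the class 0.384 by Fisher's exact test).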

**Figure 4:**
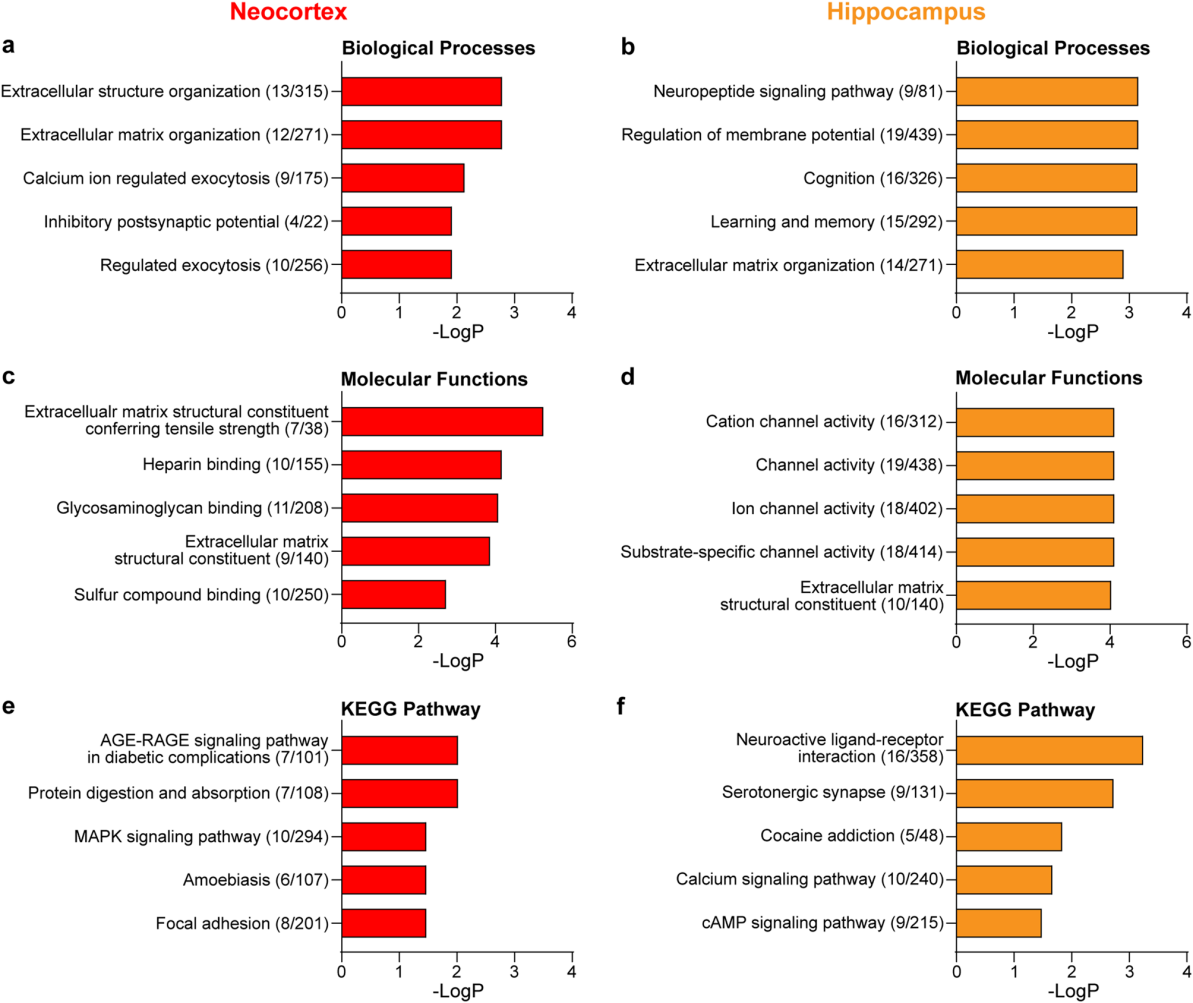
GOs enriched for DEGs in the cerebral cortex between controls and cTKO mice. (**a**,**b**) The top 5 significantly enriched Biological Processes GO terms in the neocortex (**a**) and hippocampus (**b**) of cTKO mice. (**c**,**d**) The top 5 significantly enriched Molecular Functions GO terms in the neocortex (**c**) and hippocampus (**d**) of cTKO mice. (**e**,**f**) The top 5 significantly enriched KEGG Pathways in the neocortex (**e**) and hippocampus (**f**) of cTKO mice. The bars depict the negative logarithm of the false discovery rate (FDR). The numbers in parentheses indicate the number of DEGs and the total number of genes in the cluster.

We also performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis^27^ to investigate whether the DEGs associated with specific biochemical pathways. Among the 189 DEGs in the neocortex, significant enrichment was found in five KEGG pathways (adjusted p-value < 0.05). The most significantly overrepresented pathway was the AGE-RAGE signaling pathway in diabetic complications. Similarly, significant enrichment of protein digestion and absorption and the MAPK signaling pathway was observed (Fig. 4e). Among the hippocampus DEGs, nine KEGG pathways (adjusted p-value < 0.05) were significantly enriched. Interestingly, neuroactive ligand-receptor interactions and calcium signaling pathways were significantly overrepresented (Fig. 4f). 

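The mean log2 CPM over the collagen chains was 0.32 higher in cTKO neocortex than in control neocortex (exact permutation test of 5 libraries against 5, two-sided, p = 0.111, FDR 0.25 over 18 classes), and 27 of the 36 genes were higher. Over the ion channels of the hippocampus, it fell by 0.091 on the log2 scale (exact permutation p = 0.0317, FDR 0.143), and 72 of the 170 genes were higher. In the neocortex, it changed by -0.061 over the ion channels (exact permutation p = 0.0635, FDR 0.25). Over the potassium channels there, it changed by -0.078 (exact permutation p = 0.0159, FDR 0.214). Camera gave lower expression of ion channels (adjusted p = 0.000434) and potassium channels (0.00272) in the neocortex, against 0.0313 and 0.261 in the hippocampus. The channel scores were thus lower in both regions. Over the neuropeptides and their receptors in the hippocampus, the mean log2 CPM differed by 0.031 (exact permutation p = 0.722, FDR 0.765), and 20 of the 52 genes were higher in cTKO mice.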

Overall, our GO analysis indicates that loss of the APP family genes in excitatory neurons of the cerebral cortex has very significant impacts on the extracellular structure, ion channel activity, and neuropeptide signaling processes.

## Discussion

Transcriptome analysis of the postmortem human brain tissue^28–32^ or genetically modified animal models^33–38^ has provided a comprehensive overview of the transcriptional responses associated with AD pathogenesis. In particular, AICD has been proposed as a key epigenetic regulator of gene expression controlling a diverse range of genes. However, the validity of its proposed targets, and particularly regarding the question of whether they also constitute endogenous AICD targets in the adult brain, has remained controversial due to the presence of functional compensation of two other APP homologs, APLP1 and APLP2, and the lack of adequate animal models^39^. The creation of a new animal model, in which all APP family genes are selectively inactivated in excitatory neurons in the adult mouse brain, allowed us to investigate the changes in gene expression in the adult cerebral cortex, and the functions of APP family genes at the global level during their normal function. The qRT-PCR analysis revealed that among the proposed AICD interacting target genes, only *Nep* and *Npas4* exhibited significantly changed expression in the cerebral cortex of cTKO mice compared to controls. APP dependent expression changes of *Nep* or *Npas4* were previously investigated in the primary cortical neurons, fibroblasts or brains of APP knockout mice^18,22^, demonstrating that our findings are highly consistent with the results of previous studies using in vivo models. Conversely, the expression levels of other proposed target genes, which were previously identified and tested using in vitro culture systems, were similar in cTKO mice and controls.

Our RNA-seq analysis provides a comprehensive understating of the changes in transcriptional regulation that occur in the cerebral cortex in the absence of the APP family in excitatory neurons. Based on the 189 and 274 DEGs found in the neocortex and hippocampus, respectively, we performed an enrichment analysis using the KEGG and GO databases. The list of pathways obtained from this analysis may help elucidate the molecular mechanisms of phenotypes found in knockout models of the APP family. For example, we previously reported that the APP family regulates the synaptic plasticity and neuronal excitability through Kv7 channels in the hippocampal Schaffer Collateral synapses and CA1 neurons^23^. 

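Of 69 potassium channel genes and their subunits tested in the hippocampus, 1 was a DEG of edgeR's quasi-likelihood test, Kcnip3, where 0.337 would be expected by chance (Fisher's exact test, adjusted p = 0.647 over the 18 classes). With edgeR's exact test, 5 of the 69 were DEGs (adjusted p = 0.0433, Fisher's exact test), and over all the alternatives the adjusted p lay between 0.00179 and 1, the lowest with the exact test without cTKO library 5, a setting chosen after seeing the data. Kcnip3 rose from 95.8 ± 10.9 CPM (SD, n = 5) to 146 ± 24.2 CPM (SD, n = 5), a log2 fold change of 0.61 (standard error 0.11, FDR 0.0356). Kcna5, on chromosome 6 from 126532551 to 126535555, was at 2.08 ± 0.446 CPM in control and 1.27 ± 0.314 CPM in cTKO hippocampus, a log2 fold change of -0.72 (standard error 0.23, FDR 0.230). Kcne1l, on the X chromosome from 142304753 to 142306198, had a log2 fold change of 0.81 (standard error 0.27, FDR 0.243), with 4 of 5 cTKO libraries above the control mean. Kcnh5, on chromosome 12 from 74897217 to 75177332, was at 8.75 ± 1.44 CPM in control and 5.84 ± 0.916 CPM in cTKO hippocampus, a log2 fold change of -0.58 (standard error 0.14, FDR 0.116). Exact permutation tests of log2 CPM in the hippocampus gave a two-sided p of 0.00794 for Kcna5 and for Kcnh5, and 0.0794 for Kcne1l. The first of these values is the smallest that 5 libraries against 5 allow. Over the 24 alternatives, the FDR of Kcna5 lay between 0.129 and 0.436 and that of Kcne1l between 0.0346 and 0.438, and that of Kcnh5 lay between 0.0172 and 0.275 and was under 0.05 in 3 of them.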

Consistent with these results, we found that membrane potential- and ion channel activity-related gene sets, particularly voltage-gated potassium channel-encoding genes (e.g. *Kcna5, Kcne1l, Kcnh5,* and *Kcnq3* etc.), were enriched in the hippocampus. 

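Kcnq3 lies on chromosome 15 from 65986374 to 66286636, where it overlaps Gm27242. In the hippocampus, it was at 45.5 ± 4.89 CPM (SD, n = 5) in controls and 31.4 ± 7.82 CPM (SD, n = 5) in cTKO mice, a log2 fold change of -0.53 (standard error 0.15, FDR 0.169 in edgeR's quasi-likelihood test). All 5 cTKO libraries lay below the control mean, and an exact permutation test of log2 CPM gave a two-sided p of 0.0159. Over the 24 alternatives, its FDR lay between 0.0210 and 0.328 and was under 0.05 in 5 of them, among which were edgeR's exact test (FDR 0.0448), its likelihood ratio test (FDR 0.0437) and DESeq2 (FDR 0.0363). In the neocortex, the log2 fold change was -0.40 (FDR 0.209). Kcnq5 had a log2 fold change of 0.017 in the hippocampus (FDR 0.982), whose sign changed when single libraries were left out.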

Interestingly, the mRNA levels of *Kcnq3*, one of Kv7 encoding genes, were significantly decreased in the hippocampal transcriptome of cTKO mice compared to controls. The qRT-PCR analysis confirmed that only the expression levels of *Kcnq3*, but not other Kv7 channel encoding genes, were significantly reduced in the hippocampus of cTKO mice relative to controls (Supplementary Fig. S1). The molecular pathway through which the APP family regulates Kv7 channel transcription and activity during the regulation of neuronal excitability is worth further investigation, and its elucidation may be further explored to identify novel therapeutic targets in AD.

APP family genes are highly expressed in excitatory neurons of the cerebral cortex but are not exclusive to these cells, as their gene products persist at some level in excitatory neuron-specific cTKO mice^23^. APP is also expressed in other types of cells, such as GABAergic interneurons and glial cells^40,41^. In addition, various protein fragments derived from APP regulate synaptic plasticity and neural networks^42–46^. Thus, we cannot exclude that cell-nonautonomous effects of the loss of APP family function in excitatory neurons on other types of cells have been observed. For example, the expression levels of *Npy*, which is secreted from GABAergic interneurons^47^, were significantly increased in the hippocampal transcriptome of cTKO mice. Hence, it would be interesting to investigate the cell type specific transcriptional changes that occur in the absence of the APP family at higher resolution by single-cell RNA-seq or by generating and analyzing inhibitory neuron- or glia-specific cTKO mice.

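Npy lies on chromosome 6 from 49822710 to 49829507. In the hippocampus, it was at 73.9 ± 6.96 CPM (SD, n = 5) in controls and 177 ± 83.1 CPM (SD, n = 5) in cTKO mice, a log2 fold change of 1.26 (standard error 0.27, FDR 0.0654 in edgeR's quasi-likelihood test). All 5 cTKO libraries lay above the control mean, but they spread from 79.9 to 278 CPM, the lowest of them below the highest control library at 81.1 CPM (exact permutation test of log2 CPM, two-sided, p = 0.0238). Over the 24 alternatives, the FDR lay between 1.38e-05 and 0.177 and was under 0.05 in 8 of them, and it was 0.000538 with edgeR's exact test. In the neocortex, Npy was at 127 ± 18.0 CPM in controls and 188 ± 41.3 CPM in cTKO mice (log2 fold change 0.57, standard error 0.13, FDR 0.124). The mean log2 CPM over 12 marker genes of inhibitory neurons differed by 0.031 between cTKO mice and controls in the hippocampus (exact permutation p = 0.690, FDR 0.765 over 18 sets), and the median over the same genes differed by -0.24 (FDR 0.0476, with 0.0476 to 1 over the alternatives). One of the 12, Lamp5, was a DEG in the hippocampus, where it fell by 0.52 on the log2 scale (standard error 0.086, FDR 0.0204) and all 5 cTKO libraries lay below all controls.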

In conclusion, excitatory neuron-specific deletion of the APP family in the adult brain leads to changes in gene expression involved in a wide range of molecular pathways. The presented model can be used in future studies to investigate the interactions of the APP family with voltage-gated potassium channels as well as influence of APP family genes on other types of cells. Our work provides the first description of the transcriptome in cTKO mice. We expect this will provide a starting point for better understanding the function of APP family genes in the cerebral cortex.

## Methods

### Animals

All animal use was approved by the IACUC committee of Harvard Medical School and Brigham and Women's Hospital in accordance with the USDA Animal Welfare Act and PHS Policy on Humane Care and Use of Laboratory Animals. The study was carried out in compliance with the ARRIVE guidelines (http://arriveguidelines.org). The mice were maintained under a 12-h light/dark cycle, and were provided with standard rodent chow and water ad libitum. Mice of both sexes at 3 months of age were used for analysis. 

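The sex of the mouse behind each library is not given in the files, and Xist, which is expressed from the inactive X chromosome of females, separates the libraries. Xist had at least 8209 counts in 8 libraries and at most 15 counts in the other 12. The 12 libraries held at least 2038 counts over the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, and 7 of the 8 libraries with Xist held at most 8. The exception was cTKO neocortex library 5, with 16431 counts of Xist and 186 counts over the 4 Y-linked genes. The libraries with Xist had the same numbers in both regions, 1 and 3 among controls and 3 and 5 among cTKO mice. With the log2 CPM of Xist as a covariate, edgeR's quasi-likelihood test gave 35 DEGs in the neocortex and 67 in the hippocampus.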

Floxed *APP/APLP1/APLP2* (*fAPP*/*fAPP; fAPLP1/fAPLP2; fAPLP2/fAPLP2*) mice were previously described^23^, and *Camk2a-Cre* transgenic mice were previously described^48^. The *APP/APLP1/APLP2* cTKO (*fAPP*/*fAPP; fAPLP1/fAPLP2; fAPLP2/fAPLP2; Camk2a-Cre*) and littermate control mice (*fAPP*/*fAPP; fAPLP1/fAPLP2; fAPLP2/fAPLP2*) were maintained on the C57BL/6 J and 129 hybrid genetic background and were obtained by breeding *fAPP*/*fAPP; fAPLP1*/*fAPLP1*; *fAPLP2*/*fAPLP2; Camk2a-Cre* or *fAPP*/+; *fAPLP1*/*fAPLP1*; *fAPLP2*/*fAPLP2; Camk2a-Cre* mice with *fAPP*/*fAPP; fAPLP1*/*fAPLP1*; *fAPLP2*/*fAPLP2* mice.

### Isolation of the neocortex and hippocampus

Mice were euthanized using the controlled release of carbon dioxide followed by cervical dislocation, and the brains were removed. The neocortex and hippocampus were dissected separately from the sagittal cut brain on ice and stored at − 80 °C until further processing.

### Total RNA extraction and qRT-PCR

Total RNA was extracted from the neocortex and hippocampus using the RNeasy Plus Universal Kit and RNeasy Plus Mini kit (Qiagen), respectively, according to the manufacturer’s instructions. Approximately 1 µg of RNA was reverse transcribed using iScript Reverse Transcription Supermix (Bio-Rad) according to the manufacturer’s instructions. For qPCR, each 10 µl reaction contained 5 µl of PowerUP SYBR Green PCR Master Mix (Thermo Fisher Scientific), 100 nM of each primer, and template cDNA corresponding to 250 ng of RNA. cDNA was denatured at 95 °C for 2 min and amplified for 45 cycles with a QuantStudio 6 (Thermo Fisher Scientific) using a standard protocol. The sequences of the primers can be found in Supplementary Table S3. The specificity of the primers was determined by the single peak in the melt curve. All reactions were performed in at least duplicates. The gene expression levels were normalized to the expression levels of *Gapdh* and *Rpl13a*.

### RNA-seq analysis

The neocortex and hippocampus were collected separately from five cTKO and five littermate controls at the age of 3 months, and total RNA was extracted as described above. 

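By the paper's values in Supplementary Table S1, the median RIN was 9.1 in control and 8.7 in cTKO neocortex, and 9.4 in control and 9 in cTKO hippocampus. With RIN as a covariate in edgeR's quasi-likelihood test, 9 genes were DEGs in the neocortex (1 up-regulated and 8 down-regulated) and 36 in the hippocampus (23 up-regulated and 13 down-regulated). Of these, 9 and 33 were also DEGs without the covariate.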

The RNA quality of 20 samples was analyzed with a 2100 BioAnalyzer (Agilent Technologies) using the RNA 6000 Nano kit (Agilent Technologies), and all 20 samples had an RNA integrity number (RIN) between 8.1 and 9.8 (Supplementary Table S1)^49^. To enrich mRNAs from the total RNA sample (200 ng–1 µg per sample), poly-A pull-down was performed, and library preparation was conducted using an Illumina TruSeq RNA prep kit (Illumina). The libraries were then sequenced using Illumina HiSeq2500/HiSeq4000 with 100-bp single-end reads per sample at Columbia Genome Center (https://systemsbiology.columbia.edu/genome-center). The entire RNA-seq dataset is available at the Gene Expression Omnibus (GEO) database with the accession number GSE181936.

The sequencing reads were mapped to the mm10 mouse reference genome using STAR (v2.5.4a)^50^ with the default parameters. 

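Within each of the 4 groups, the raw counts of every pair of libraries were compared gene by gene with a chi-square statistic. Over the 40 pairs, the statistic per degree of freedom lay between 3.70 and 44.002, where 2 sequencing runs of the same library would give a value near 1, so no pair looked like the same library counted again.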

Raw counts of the aligned reads were produced using HTseq^51^. Differential expression analyses were then performed as described^52^ using edgeR^25^ to identify significantly differentially expressed genes in the neocortex and hippocampus tissues between cTKO mice and controls. After the trimmed mean of M-values (TMM) normalization, multi-dimensional scaling (MDS) plots were generated based on leading log-fold-change distances and the first two dimensions were selected to illustrate the data.

### Enrichment analysis of gene ontology (GO) terms

DEGs (FDR < 0.05) in cTKO mice compared to the control mice were selected for enrichment analyses of gene sets. The Goseq R package^26^ was used to determine the enrichment of GO terms and KEGG pathways taking into account gene length bias. Adjusted p-values were calculated using the Benjamini–Hochberg method, and GO gene sets with p-values less than 0.05 were considered significant. In the KEGG pathway enrichment analysis, gene sets with p-values less than 0.05 were considered significant.

## Supplementary Information

Supplementary Information.

## Data Availability

The entire RNA-seq dataset is available at the Gene Expression Omnibus (GEO) database with the accession number GSE181936. Other datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Regulation of gene expression by the APP family in the adult cerebral cortex
**Source:** Sci Rep. 2022 Jan 7;12:66. doi: 10.1038/s41598-021-04027-8
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Supplementary Information**

# **Regulation of gene expression by the APP family in the adult cerebral cortex**

Hye Ji Cha, Jie Shen, and Jongkyun Kang

- 1) Supplementary Table S1
- 2) Supplementary Table S2
- 3) Supplementary Figure S1
- 4) Supplementary Table S3

|                    | RIN | Number of input reads | Number of uniquely mapped reads | Percentage of uniquely mapped reads |
|--------------------|-----|-----------------------|---------------------------------|-------------------------------------|
| <b>Neocortex</b>   |     |                       |                                 |                                     |
| Control 1          | 9.6 | 34886565              | 31744914                        | 90.99%                              |
| Control 2          | 9.8 | 24389920              | 21925932                        | 89.90%                              |
| Control 3          | 8.1 | 17582967              | 15857094                        | 90.18%                              |
| Control 4          | 8.6 | 22801453              | 20413272                        | 89.53%                              |
| Control 5          | 9.1 | 21320896              | 19162851                        | 89.88%                              |
| cTKO 1             | 8.5 | 31272184              | 28441499                        | 90.95%                              |
| cTKO 2             | 8.7 | 29265688              | 26340178                        | 90.00%                              |
| cTKO 3             | 8.5 | 23139692              | 20616224                        | 89.09%                              |
| cTKO 4             | 9.0 | 27636580              | 24831316                        | 89.85%                              |
| cTKO 5             | 8.9 | 19242730              | 17120400                        | 88.97%                              |
| <b>Hippocampus</b> |     |                       |                                 |                                     |
| Control 1          | 9.4 | 27674630              | 24394426                        | 88.15%                              |
| Control 2          | 9.6 | 33684563              | 29293392                        | 86.96%                              |
| Control 3          | 8.7 | 33162854              | 28511942                        | 85.98%                              |
| Control 4          | 9.6 | 30798851              | 26951482                        | 87.51%                              |
| Control 5          | 9.2 | 28749829              | 25192799                        | 87.63%                              |
| cTKO 1             | 8.7 | 35140528              | 30473193                        | 86.72%                              |
| cTKO 2             | 8.3 | 31842882              | 28053570                        | 88.10%                              |
| cTKO 3             | 9.2 | 37185953              | 32378392                        | 87.07%                              |
| cTKO 4             | 9.8 | 28335592              | 25006294                        | 88.25%                              |
| cTKO 5             | 9.0 | 34329516              | 30141227                        | 87.80%                              |

**Supplementary Table S1. RNA integrity number (RIN) of RNA samples and mapping rate of reads generated by RNA-seq of the neocortex and hippocampus of controls and cTKO mice at the age of 3 months**

| Gene name       | logFC  | Neocortex |             | logFC  | Hippocampus |             |
|-----------------|--------|-----------|-------------|--------|-------------|-------------|
|                 |        | p-value   | FDR p-value |        | p-value     | FDR p-value |
| <i>App</i>      | -2.099 | 7.91E-113 | 1.10E-108   | -1.778 | 1.26E-80    | 1.73E-76    |
| <i>Aplp1</i>    | -1.921 | 2.18E-70  | 1.51E-66    | -1.931 | 1.62E-71    | 1.11E-67    |
| <i>Aplp2</i>    | -1.604 | 1.76E-54  | 8.11E-51    | -1.247 | 3.92E-26    | 7.67E-23    |
| <i>Rskr</i>     | -0.836 | 1.85E-08  | 1.60E-05    | -1.184 | 1.21E-04    | 1.14E-02    |
| <i>Npas4</i>    | -0.807 | 5.57E-10  | 8.56E-07    | -1.380 | 2.13E-08    | 8.33E-06    |
| <i>Vwa3a</i>    | -0.802 | 2.14E-08  | 1.74E-05    | -1.749 | 2.79E-13    | 2.74E-10    |
| <i>Btg2</i>     | -0.695 | 9.35E-08  | 5.63E-05    | -0.484 | 4.60E-04    | 2.98E-02    |
| <i>Map3k19</i>  | -0.605 | 7.46E-05  | 1.13E-02    | -0.632 | 3.36E-04    | 2.40E-02    |
| <i>Hmgcs2</i>   | -0.568 | 1.23E-04  | 1.51E-02    | -0.714 | 8.18E-05    | 8.83E-03    |
| <i>Hrk</i>      | -0.520 | 3.36E-06  | 1.11E-03    | -0.731 | 5.72E-07    | 1.51E-04    |
| <i>Nrros</i>    | -0.508 | 2.54E-04  | 2.59E-02    | -0.604 | 1.81E-04    | 1.49E-02    |
| <i>Homer2</i>   | -0.507 | 1.85E-05  | 4.06E-03    | -0.585 | 1.45E-04    | 1.29E-02    |
| <i>Rims1</i>    | -0.493 | 1.01E-09  | 1.40E-06    | -0.362 | 7.40E-04    | 4.04E-02    |
| <i>Ppfia3</i>   | -0.478 | 4.40E-09  | 4.68E-06    | -0.334 | 4.63E-04    | 2.98E-02    |
| <i>Cdkl4</i>    | -0.451 | 3.95E-05  | 7.02E-03    | -0.607 | 1.86E-05    | 2.66E-03    |
| <i>Hlf</i>      | -0.367 | 4.79E-04  | 3.95E-02    | -0.596 | 5.42E-04    | 3.32E-02    |
| <i>Prkcb</i>    | -0.332 | 6.38E-06  | 1.84E-03    | -0.396 | 7.39E-04    | 4.04E-02    |
| <i>Tub</i>      | -0.292 | 4.33E-04  | 3.66E-02    | -0.417 | 4.51E-04    | 2.98E-02    |
| <i>Ecm1</i>     | 0.517  | 3.62E-05  | 6.68E-03    | 0.648  | 5.25E-04    | 3.28E-02    |
| <i>Npy</i>      | 0.569  | 1.11E-04  | 1.41E-02    | 1.263  | 4.22E-07    | 1.18E-04    |
| <i>Serinc2</i>  | 0.586  | 8.25E-05  | 1.18E-02    | 1.275  | 6.98E-09    | 3.41E-06    |
| <i>Ubt1</i>     | 0.630  | 5.67E-05  | 9.45E-03    | 0.581  | 1.81E-04    | 1.49E-02    |
| <i>Serpinf1</i> | 0.713  | 5.59E-08  | 3.69E-05    | 0.813  | 8.46E-05    | 8.99E-03    |
| <i>Blnk</i>     | 0.718  | 6.15E-05  | 9.78E-03    | 0.824  | 4.02E-04    | 2.76E-02    |
| <i>Plekha2</i>  | 0.724  | 1.96E-05  | 4.17E-03    | 0.840  | 7.62E-07    | 1.90E-04    |
| <i>Rab32</i>    | 0.736  | 5.16E-04  | 4.18E-02    | 0.614  | 7.85E-04    | 4.19E-02    |
| <i>Bdnf</i>     | 0.759  | 1.44E-05  | 3.49E-03    | 1.213  | 2.48E-08    | 9.42E-06    |
| <i>Adamts18</i> | 0.863  | 3.44E-04  | 3.27E-02    | 1.673  | 3.96E-16    | 4.94E-13    |
| <i>Bmp3</i>     | 0.908  | 2.42E-08  | 1.76E-05    | 1.739  | 1.99E-11    | 1.51E-08    |
| <i>Ccnf</i>     | 0.908  | 4.28E-04  | 3.66E-02    | 1.046  | 1.64E-05    | 2.48E-03    |
| <i>Rxfp3</i>    | 0.945  | 1.41E-05  | 3.47E-03    | 1.064  | 1.03E-07    | 3.54E-05    |
| <i>Tll1</i>     | 1.101  | 1.06E-07  | 6.10E-05    | 0.793  | 7.60E-04    | 4.13E-02    |
| <i>Gldn</i>     | 1.117  | 2.03E-04  | 2.14E-02    | 1.993  | 3.37E-06    | 7.00E-04    |
| <i>Als2</i>     | 1.125  | 1.04E-40  | 3.61E-37    | 2.196  | 1.62E-35    | 7.41E-32    |
| <i>Gpnmb</i>    | 1.161  | 1.16E-06  | 4.48E-04    | 1.727  | 4.05E-12    | 3.47E-09    |
| <i>Igsf9</i>    | 1.199  | 2.78E-09  | 3.49E-06    | 1.007  | 6.31E-05    | 7.15E-03    |
| <i>Cxcr4</i>    | 1.201  | 5.00E-06  | 1.54E-03    | 0.901  | 8.89E-05    | 9.37E-03    |
| <i>Col27a1</i>  | 1.261  | 7.91E-06  | 2.18E-03    | 1.042  | 5.00E-04    | 3.14E-02    |
| <i>Prss23</i>   | 1.306  | 4.22E-07  | 1.82E-04    | 1.072  | 1.51E-05    | 2.38E-03    |
| <i>Fndc9</i>    | 1.372  | 5.20E-06  | 1.56E-03    | 2.342  | 1.30E-04    | 1.18E-02    |
| <i>Foxm1</i>    | 1.505  | 9.10E-05  | 1.22E-02    | 1.299  | 9.96E-05    | 1.01E-02    |
| <i>Ecel1</i>    | 1.532  | 6.52E-11  | 1.50E-07    | 2.161  | 2.11E-13    | 2.23E-10    |
| <i>Ly6g6e</i>   | 2.495  | 2.29E-08  | 1.76E-05    | 1.704  | 1.56E-07    | 5.10E-05    |
| <i>Top2a</i>    | 2.650  | 6.53E-04  | 4.81E-02    | 2.612  | 1.57E-04    | 1.37E-02    |
| <i>H19</i>      | 5.824  | 6.12E-07  | 2.57E-04    | 5.108  | 8.42E-05    | 8.99E-03    |

Supplementary Table S2. List of common DEGs between the neocortex and hippocampus

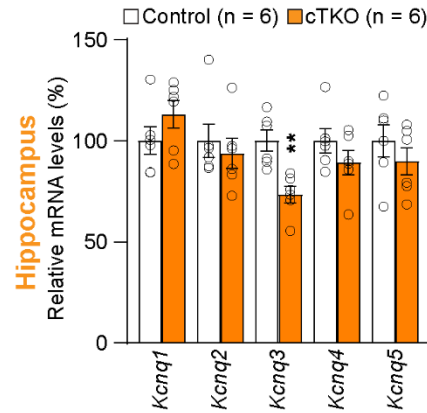

### Supplementary Figure S1. Reduced mRNA levels of *Kcnq3* in the hippocampus of cTKO mice

Quantification of the relative expression of the Kv7 channel encoding genes in the hippocampus of cTKO mice and controls at the age of 3 months. Among Kv7 channel encoding genes, only the *Kcnq3* mRNA levels were significantly decreased in cTKO mice compared with controls (26.61%,  $p = 0.0024$ , Student's *t*-test,  $n = 6$  per genotype). The mRNA levels of each gene were normalized to the *Gapdh* and *Rpl13a* housekeeping mRNA levels. All data expressed as means  $\pm$  SEMs. Statistical analysis was performed with Student's *t*-test. \*\* $p < 0.01$ .

| Primer ID | Sequence (5'-3')        | Target Gene              |
|-----------|-------------------------|--------------------------|
| JKM1698   | TTGTCTCCTGCGACTTCA      | <i>Gapdh</i> -Forward    |
| JKM1699   | TCCACCACCCTGTTGCTGTA    | <i>Gapdh</i> -Reverse    |
| JKM1700   | AGGGGCAGGTTCTGGTATTG    | <i>Rpl13a</i> -Forward   |
| JKM1701   | TGTTGATGCCTTCACAGCGT    | <i>Rpl13a</i> -Reverse   |
| APP-101   | GCCATCATCGGACTCATGGT    | <i>APP</i> -Forward      |
| APP-201   | ATCCGTTCTGCTGCATCTTG    | <i>APP</i> -Reverse      |
| APLP1-101 | CTGAGAAGGCCCAGCAGAT     | <i>APLP1</i> -Forward    |
| APLP1-201 | ACCCAAGTGTTTCAGCAAGGA   | <i>APLP1</i> -Reverse    |
| APLP2-101 | AGGAACAGCTGGAAATTCGA    | <i>APLP2</i> -Forward    |
| APLP2-201 | GCTGGATGAGGGTCTGTCTT    | <i>APLP2</i> -Reverse    |
| JKM1482   | TGGACATCATTCGCAACTACAC  | <i>Kai1</i> -Forward-#1  |
| JKM1483   | GCATGGGTAAGTGGTCTTGGA   | <i>Kai1</i> -Reverse-#1  |
| JKM1484   | CTTCAGGAGAACTTCGGCATC   | <i>Kai1</i> -Forward-#2  |
| JKM1485   | AGAATGAATGTACCGGCACAAA  | <i>Kai1</i> -Reverse-#2  |
| JKM1486   | TGGCAGCAAGGTAACCACAG    | <i>Gsk3b</i> -Forward-#1 |
| JKM1487   | CGGTTCTTAAATCGCTTGTCCTG | <i>Gsk3b</i> -Reverse-#1 |
| JKM1488   | AAGCGATTTAAGAACCGAGAGC  | <i>Gsk3b</i> -Forward-#2 |
| JKM1489   | AGAAATACCGCAGTCGGAATAT  | <i>Gsk3b</i> -Reverse-#2 |
| JKM1492   | GGAACCCATCTCGGCATCC     | <i>Bace1</i> -Forward-#1 |
| JKM1493   | TCCGATTCCTCGTCGGTCTC    | <i>Bace1</i> -Reverse-#1 |
| JKM1494   | CAGTGGGACCACCAACCTTC    | <i>Bace1</i> -Forward-#2 |
| JKM1495   | GCTGCCTTGATGGACTTGAC    | <i>Bace1</i> -Reverse-#2 |
| JKM1498   | TCCCGGTCCAGATCACACTC    | <i>Tip60</i> -Forward-#1 |
| JKM1499   | ACCTTCCGTTTCGTTGAGCG    | <i>Tip60</i> -Reverse-#1 |
| JKM1500   | AGAGAGGTGAAACGGAAGGTG   | <i>Tip60</i> -Forward-#2 |
| JKM1501   | TGGTGCTGACGGTATTCCATC   | <i>Tip60</i> -Reverse-#2 |
| JKM1576   | TCTTGTAAGCAGCCTCAGCC    | <i>Nep</i> -Forward-#1   |
| JKM1577   | ACATAAAGCCTCCCCACAGC    | <i>Nep</i> -Reverse-#1   |
| JKM1578   | ATTCAGCCAAAGCAAGCAGC    | <i>Nep</i> -Forward-#2   |
| JKM1579   | TGAAGAATGGGGGCTGCAAA    | <i>Nep</i> -Reverse-#2   |
| JKM1510   | CCGGGGAGTTGTCTTTCGTG    | <i>P53</i> -Forward-#1   |
| JKM1511   | AATGTGAGGGAAGAGAGTTCCA  | <i>P53</i> -Reverse-#1   |
| JKM1512   | GTCACAGCACATGACGGAGG    | <i>P53</i> -Forward-#2   |
| JKM1513   | TCTTCCAGATGCTCGGGATAC   | <i>P53</i> -Reverse-#2   |
| JKM1516   | GCCATCTGGGCCAAAGATAACC  | <i>Egfr</i> -Forward-#1  |
| JKM1517   | GTCTTCGCATGAATAGGCCAAT  | <i>Egfr</i> -Reverse-#1  |
| JKM1518   | GCATCATGGGAGAGAACAACA   | <i>Egfr</i> -Forward-#2  |
| JKM1519   | TCAGGAACCATTAATCCATAGGT | <i>Egfr</i> -Reverse-#2  |
| JKM1522   | ACTATGGATGCCCTAAACTTG   | <i>Lrp1</i> -Forward-#1  |
| JKM1523   | GCAATCTCTTTCACCGTCACA   | <i>Lrp1</i> -Reverse-#1  |

|         |                         |                           |
|---------|-------------------------|---------------------------|
| JKM1524 | CAGAGATGCCCCGCCAAATGA   | <i>Lrp1</i> -Forward-#2   |
| JKM1525 | CGTCAAAATCTTTGCACGTCTTG | <i>Lrp1</i> -Reverse-#2   |
| JKM1528 | AGCCAGTCGGCCATTAACG     | <i>Fe65</i> -Forward-#1   |
| JKM1529 | GCACACTACCCTCTCCCATAG   | <i>Fe65</i> -Reverse-#1   |
| JKM1530 | AGGAGGCCCAATGGAGTT      | <i>Fe65</i> -Forward-#2   |
| JKM1531 | GCGCACAGCGAAACACTTG     | <i>Fe65</i> -Reverse-#2   |
| JKM1534 | GCTGGAAAATCCCTCGGACA    | <i>vGlut2</i> -Forward-#1 |
| JKM1535 | GCATAGCGGAGCCTTCTTCT    | <i>vGlut2</i> -Reverse-#1 |
| JKM1536 | GTCTTTGGGGCTGCGATACT    | <i>vGlut2</i> -Forward-#2 |
| JKM1537 | CATGACAGGCTGGGTAGGTG    | <i>vGlut2</i> -Reverse-#2 |
| JKM1584 | CTGCTCAACACCCAGGACAT    | <i>X11</i> -Forward-#1    |
| JKM1585 | GTTGGCAGAATGGATCCCCA    | <i>X11</i> -Reverse-#1    |
| JKM1586 | CAGAGAAGTCGGGGAAGCTG    | <i>X11</i> -Forward-#2    |
| JKM1587 | GGTCCGGCCTCCTTATTAGC    | <i>X11</i> -Reverse-#2    |
| JKM1596 | GCACCTCTTCCTTCCCTGAC    | <i>Npas4</i> -Forward-#1  |
| JKM1597 | GATTGGGGCTCAGTTGCTCT    | <i>Npas4</i> -Reverse-#1  |
| JKM1600 | ACCCTGTACCTTGCAACAA     | <i>Npas4</i> -Forward-#2  |
| JKM1601 | GCAAACCCTTCGTAGGGGAA    | <i>Npas4</i> -Reverse-#2  |
| JKM1604 | TGAGGACACAGAGGCAGGTA    | <i>Rskr</i> -Forward      |
| JKM1605 | GCTGGTCCAGTTCAAAAGCG    | <i>Rskr</i> -Reverse      |
| JKM999  | CACTGACAGAGATCCGCAGAA   | <i>Vwa3a</i> -Forward     |
| JKM1000 | GCAAGCCAGTCTTCAGAGTCT   | <i>Vwa3a</i> -Reverse     |
| JKM1255 | ATGAGCCACGGGAAGAGAAC    | <i>Btg2</i> -Forward      |
| JKM1256 | GCCCTACTGAAAACCTTGAGTC  | <i>Btg2</i> -Reverse      |
| JKM1211 | GGTGGCCTTGGATACTTCTGA   | <i>Map3k19</i> -Forward   |
| JKM1212 | GCACGTCCCTAGATAAGCTACTA | <i>Map3k19</i> -Reverse   |
| JKM1203 | GAAGAGAGCGATGCAGGAAAC   | <i>Hmgcs2</i> -Forward    |
| JKM1204 | GTCCACATATTGGGCTGGAAA   | <i>Hmgcs2</i> -Reverse    |
| JKM1608 | CGACGAGCTGCACCGA        | <i>Hrk</i> -Forward       |
| JKM1609 | CTACGCGCTCCGCCT         | <i>Hrk</i> -Reverse       |
| JKM1235 | ATTCTGGATGCTAACCCCTCTCA | <i>Nrros</i> -Forward     |
| JKM1236 | GCGTAGTGGCTGATACGGT     | <i>Nrros</i> -Reverse     |
| JKM1239 | CGTTTTGACAGTTTGATACAGCC | <i>Homer2</i> -Forward    |
| JKM1240 | CAGACACACTCTTTTACGCAGA  | <i>Homer2</i> -Reverse    |
| JKM561  | CAAACCCTAGCCACCCAG      | <i>Rims1</i> -Forward     |
| JKM562  | CAGGTGTAGATTGGAGCCAG    | <i>Rims1</i> -Reverse     |
| JKM1277 | GGCCAACTCAAGATGGTGGA    | <i>Ppfia3</i> -Forward    |
| JKM1278 | GGTCTGGCTTTCTTCCCTCC    | <i>Ppfia3</i> -Reverse    |
| JKM1231 | CTGCTGGACAGTGCCTACTT    | <i>Cdkl4</i> -Forward     |
| JKM1232 | CATCAGGTGTGGGGGAGATG    | <i>Cdkl4</i> -Reverse     |
| JKM983  | CCGGCTTCAGCACTATGAAC    | <i>Hlf</i> -Forward       |

|         |                         |                            |
|---------|-------------------------|----------------------------|
| JKM984  | ACGAATGACAATCCTTGTGTCTC | <i>Hlf</i> -Reverse        |
| JKM1259 | TGGCAAGGTCATGCTCTCAG    | <i>Prkcb</i> -Forward      |
| JKM1260 | TCACAAAGTACAGGCGGTCC    | <i>Prkcb</i> -Reverse      |
| JKM1263 | GGAGCCCCTAGGAAGGAGAA    | <i>Tub</i> -Forward        |
| JKM1264 | AGTCAAGATCTGCACTGGGC    | <i>Tub</i> -Reverse        |
| JKM1345 | TGCCACTACCCTCCTAGTCC    | <i>Ecm1</i> -Forward       |
| JKM1346 | CATGAGGTTGGGGGTGACTC    | <i>Ecm1</i> -Reverse       |
| JKM194  | CTCCGCTCTGCGACACTAC     | <i>Npy</i> -Forward        |
| JKM195  | GGAAGGGTCTTCAAGCCTTGT   | <i>Npy</i> -Reverse        |
| JKM897  | TGCCCCTCCTGGAATCAG      | <i>Serinc2</i> -Forward    |
| JKM898  | ACTCCGTGTAGTAGACGAACAT  | <i>Serinc2</i> -Reverse    |
| JKM1323 | GAGCCCTTGAAGAAGGAGCG    | <i>Ubtd1</i> -Forward      |
| JKM1324 | AGCTCGTCATAGCATTACAAA   | <i>Ubtd1</i> -Reverse      |
| JKM1335 | GCCCTGGTGCTACTCCTCT     | <i>Serpinf1</i> -Forward   |
| JKM1336 | CGGATCTCAGGCGGTACAG     | <i>Serpinf1</i> -Reverse   |
| JKM903  | GCCCTCCAAGTGTTCCTCG     | <i>Blnk</i> -Forward       |
| JKM904  | GGCAGGCATCACATACATCTC   | <i>Blnk</i> -Reverse       |
| JKM359  | TCTGAAGGACTGGGTAGAAGC   | <i>Plekha2</i> -Forward    |
| JKM360  | CTGATAGGCGTTTGTACCACC   | <i>Plekha2</i> -Reverse    |
| JKM1610 | GCGTGGGTAAGACGAGCATC    | <i>Rab32</i> -Forward      |
| JKM1611 | GTTGAGAACTTTGAGGGCGAA   | <i>Rab32</i> -Reverse      |
| JKM537  | TCATACTTCGGTTGCATGAAGG  | <i>Bdnf</i> -Forward       |
| JKM538  | AGACCTCTCGAACCTGCCC     | <i>Bdnf</i> -Reverse       |
| JKM1614 | TATTTACACGACATTTTGCACC  | <i>Adamts18-1</i> -Forward |
| JKM1615 | ACGAGTTCCATTAGAGCAGGG   | <i>Adamts18-1</i> -Reverse |
| JKM877  | AGCACACGAGCTACCCAAG     | <i>Bmp3</i> -Forward       |
| JKM878  | GTAAGCTGGATACCACGCTTTC  | <i>Bmp3</i> -Reverse       |
| JKM1375 | GAAGGACTTTACAAGCCTGTGT  | <i>Ccnf</i> -Forward       |
| JKM1376 | CCAGGGCGGAAATGATCTCC    | <i>Ccnf</i> -Reverse       |
| JKM1618 | TCCTCATCAGCGCGGTTTAC    | <i>Rxfp3</i> -Forward      |
| JKM1619 | CAGTGCCAGGTTAGTGACAAAG  | <i>Rxfp3</i> -Reverse      |
| JKM1622 | GGTTGGTGGTCTCGGGTATTG   | <i>Tll1</i> -Forward       |
| JKM1623 | GGCGATGTCACCCCAAAACA    | <i>Tll1</i> -Reverse       |
| JKM1626 | ACCAGGCCACAATGGATCAG    | <i>Gldn</i> -Forward       |
| JKM1627 | GGTAGACCCAGTTCACCAGC    | <i>Gldn</i> -Reverse       |
| JKM032  | CCTGGTTATGGGAGGATTCCA   | <i>Als2</i> -Forward       |
| JKM033  | CACACGAAACCTACCACTTCAAA | <i>Als2</i> -Reverse       |
| JKM1379 | AGCCAATAGGAAACTGCCCC    | <i>Gpnmb</i> -Forward      |
| JKM1380 | TCCTTCTCCTGGTCTCCTCG    | <i>Gpnmb</i> -Reverse      |
| JKM1295 | GGCTGCGCTTTGGATTCTCT    | <i>Igsf9</i> -Forward      |
| JKM1296 | GACAACTCTTACCCACGTAATCG | <i>Igsf9</i> -Reverse      |

|         |                        |                         |
|---------|------------------------|-------------------------|
| JKM1630 | GAAGTGGGGTCTGGAGACTAT  | <i>Cxcr4</i> -Forward   |
| JKM1631 | TTGCCGACTATGCCAGTCAAG  | <i>Cxcr4</i> -Reverse   |
| JKM1339 | CCTTGGCATCCCATCCAGTT   | <i>Col27a1</i> -Forward |
| JKM1340 | AAGATCTCCCCTCCCTGGTC   | <i>Col27a1</i> -Reverse |
| JKM919  | GGTGAGTCCCTACACCGTTC   | <i>Prss23</i> -Forward  |
| JKM920  | GGCGTCGAAGTCTGCCTTAG   | <i>Prss23</i> -Reverse  |
| JKM1355 | AGGAGCCATCATCTCCTGGT   | <i>Fndc9</i> -Forward   |
| JKM1356 | GAAGGAGCGAGGTGTTCCAA   | <i>Fndc9</i> -Reverse   |
| JKM1636 | GCCTGTCTCCTCCACTCCTA   | <i>Foxm1</i> -Forward   |
| JKM1637 | GGTTTCGTACTGGGCTGAAA   | <i>Foxm1</i> -Reverse   |
| JKM1385 | TCTACAACCAGCGCGTGAAT   | <i>Ecel1</i> -Forward   |
| JKM1386 | CACCAGTTCTGTGCAAAGGC   | <i>Ecel1</i> -Reverse   |
| JKM879  | TACTGGTCACGGTCCTACTCT  | <i>Ly6g6e</i> -Forward  |
| JKM880  | GGCAGCATTGCATAGGTCCT   | <i>Ly6g6e</i> -Reverse  |
| JKM1640 | GAGTGCTCGTGTCTCGGAAA   | <i>Top2a</i> -Forward   |
| JKM1641 | TTTGCTTTCTTGCTCGTGGC   | <i>Top2a</i> -Reverse   |
| JKM1644 | CTGCTCCAAGGTGAAGCTGA   | <i>H19</i> -Forward     |
| JKM1645 | TAGAGGCTTGGCTCCAGGAT   | <i>H19</i> -Reverse     |
| JKM1714 | ACCTCATCGTGGTTGTAGCCT  | <i>Kcnq1</i> -Forward   |
| JKM1715 | GGATACCCCTGATAGCTGATGT | <i>Kcnq1</i> -Reverse   |
| JKM1460 | TACCAGCTTTGGAGGTCTCTT  | <i>Kcnq2</i> -Forward   |
| JKM1461 | ACAGTGTGGAAACACAGCAGA  | <i>Kcnq2</i> -Reverse   |
| JKM1720 | CATCCCAGCAGTCTCCAAGG   | <i>Kcnq3</i> -Forward   |
| JKM1721 | TGCATGTCCACGAGGAAGTC   | <i>Kcnq3</i> -Reverse   |
| JKM1718 | TTGAGCAGTATTCAGCAGGACA | <i>Kcnq4</i> -Forward   |
| JKM1719 | GGACCCTTATCGCCCTTCTC   | <i>Kcnq4</i> -Reverse   |
| JKM1470 | AAGACTGAGGTTTGCTCGAAAA | <i>Kcnq5</i> -Forward   |
| JKM1471 | TGTAGGAACCGGAGACTTCTG  | <i>Kcnq5</i> -Reverse   |

**Supplementary Table S3. List of primer used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

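RNA-seq libraries of the neocortex and the hippocampus of cTKO mice and littermate controls at 3 months of age were used, with 5 libraries for each genotype and region and 20 in all. The authors mapped the reads to mm10 with STAR, counted them on genes with HTSeq and deposited the raw counts of each library by gene symbol. The deposited values are raw counts, which was checked: they are whole numbers that range over libraries with the depth. Every column of the deposited counts was mapped to a genotype, region and library number by its label, and 0 were left out. RIN values and mapping rates are those of Supplementary Table S1.

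Differential expression was tested with edgeR 4.0.16 in R 4.3.3, in each region separately. Genes with a CPM above 1 in at least 5 of the 10 libraries were kept, library sizes were scaled by TMM, dispersions were estimated with estimateDisp, and the genotypes were compared with the quasi-likelihood test (glmQLFit and glmQLFTest). P values were adjusted by the Benjamini-Hochberg method over the genes tested in a region, and genes with an FDR under 0.05 were taken as DEGs. Genes whose change differed between the regions were tested with the region by genotype interaction in one fit of all 20 libraries. Log2 CPM for permutation tests, marker scores and single libraries were computed with a prior count of 2. Distances between libraries are the leading log2 fold change distances of plotMDS in limma 3.58.1 over the top 500 genes. Single genes were compared by exact permutation tests of log2 CPM, two-sided, in which 5 libraries against 5 make 252 splits and the smallest p is 0.00794.

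The paper names goseq, GO and KEGG for its enrichment analyses. Neither annotation was used here, and these analyses were not repeated. Classes of genes defined by symbol rules and marker lists, 18 in all, were tested with a one-sided Fisher's exact test among the DEGs of a region against the genes tested there. They were also scored by the mean log2 CPM over the class and compared by exact permutation tests. Positions and overlaps are from the RefSeq annotation of GRCm38. The 10 genes on each side of a gene were compared with 10000 random windows of neighbouring genes to see whether a change was local. The quantitative RT-PCR of the paper, that of Fig. 3 being from other mice, is not analysed here.

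Total counts per library ranged from 12169474 to 25331954. The smallest level a library can show, taken as 3 counts, was between 0.118 and 0.247 CPM, and it covers counting error only, since reads without molecular identifiers are not independent molecules.

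The genes named in the text were chosen by a rule written beforehand. They are the genes the paper names, the 5 largest rises and the 5 largest falls in each region among DEGs whose genotypes do not overlap, the members of a tested class that are DEGs, the 2 genes with the smallest p for the interaction, and the 5 genes farthest from their group in a library singled out by its distance. Of the 8 genes of the interaction, Rprm and Syne1 fall outside this rule and were named after their values were seen, because the list is short. The results of 3 genes are not reported here. Marker lists of embryonic tissue were written after the pattern in these libraries had been seen.

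The alternatives were edgeR's exact test and likelihood ratio test, DESeq2 1.42.0 with its Wald test and no independent filtering, a robust quasi-likelihood fit, DESeq2's size factors in place of TMM, 3 other filters (filterByExpr, no filter, at least 10 counts in every library), one fit of all 20 libraries, the library number as a block, RIN or Xist as a covariate, and each library left out in turn. For classes of genes, limma's camera test was also run, for scores the median in place of the mean and a prior count of 0.5, for distances the top 50 genes, all genes and a common selection, and for neighbours 5 or 20 genes on each side. Tagwise dispersions with the exact test, trended and tagwise dispersions with the likelihood ratio test, and the exact test with each library left out were added after seeing the data.

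The procedures were tested on simulated data with 5 libraries against 5. With 200 of 13765 genes changed 2-fold, the quasi-likelihood test recovered 88.5% of them and 4.84% of its 186 calls were false. The exact test and the likelihood ratio test each recovered 93% with 11.4% false calls among 210, the tagwise dispersions with the exact test 93% with 10.6% false calls among 208, and DESeq2 89.5% with 12.3% false calls among 204. With no change simulated in 13768 genes, the quasi-likelihood test called 0, the exact test 10, the likelihood ratio test 11 and DESeq2 13. The interaction test recovered 80% of 200 simulated differences with 3.61% false calls among 166. Other splits of the libraries were counted with 60 splits drawn from the 126 possible. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.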

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

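The tests of the embryonic transcripts, and the lists of embryonic genes they use, were chosen only after the result was seen, while the comparison of the interaction with other splits was set earlier.

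In cTKO neocortex library 5 and cTKO hippocampus library 4, genes of embryonic tissue, among them globins and Hox genes that the paper does not discuss, were far above their level in the other 18 libraries, the 10 control libraries included. The 3 embryonic globins summed to 306 CPM in the neocortical library and 195 CPM in the hippocampal library, with at most 1.30 CPM in the other 18. The 39 Hox genes summed to 52.3 and 33.3 CPM, with at most 0.987 CPM in the others. Growth genes of the embryo, 7 in number with H19 among them, summed to 493 and 289.6 CPM, with at most 39.3 CPM in the others. In counts, the globins had 3925 and 3943, the Hox genes 671 and 672, and the growth genes 6325 and 5848. The genes farthest from the other libraries of their group were H19, Top2a, Thbs1, Uhrf1 and Igf2bp2 in the first library and H19, Capn6, Ddx3y, Top2a and Kdm5d in the second. H19 and Top2a are in the paper's list of genes up-regulated in both regions. Ddx3y and Kdm5d are Y-linked and also high in other libraries of that group. H19 had 4288 counts in the neocortical library, with at most 31 in the other 9 of the neocortex, and 4078 in the hippocampal library, with at most 47 in the other 9 of the hippocampus.

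Several explanations were tested. If RNA of other tissue had been mixed into the library, a library with Xist could also hold Y-linked reads, and cTKO neocortex library 5 held 186 counts over 4 Y-linked genes beside 16431 counts of Xist, where the 7 other libraries with Xist held at most 8. These 186 counts came to 10.6% of the median CPM of the libraries without Xist. If one source had entered both libraries, genes specific to the first would be found in the second, and all 27 genes that were above 5 CPM in cTKO neocortex library 5 and under 0.5 CPM in every other neocortical library were found in cTKO hippocampus library 4, while 0 of them were found in any of the other 9 hippocampal libraries. Hbb-bh1, Hoxb2, Hoxb3 and Hoxb5 are among the 27, so the test in part repeats what was already seen in both libraries. As 2 sources of similar tissue could share the other genes too, the presence of these genes does not separate 2 sources from one. The raw counts were also close in both libraries, whose totals were 12839121 and 20194692. They were 3925 and 3943 for the globins, 671 and 672 for the Hox genes, and 6325 and 5848 for the growth genes. Separate sources would not be bound to give such close counts, so these values lean towards one source without deciding it. A state of the mouse would show in the other region of the same-numbered mouse. The embryonic genes summed to 40.1 CPM in cTKO hippocampus library 5, slightly above the range of 14.5 to 34.0 CPM in the 16 remaining libraries, of which the growth genes gave 39.3 CPM, while the globins at 0.497 CPM and the Hox genes at 0.331 CPM were no higher than in other libraries, and to 25.4 CPM in cTKO neocortex library 4, against 851 and 518 CPM in the 2 libraries themselves. A second test of the same explanation, chosen after the first was seen, found 0 of the 27 specific genes in cTKO hippocampus library 5. A state of the mouse is not excluded by the sum alone, but the globins, the Hox genes and the specific genes give no sign of it, and both tests assume that the same number marks the same mouse, which is not stated. The totals of the 2 libraries ranked 2 and 3 from the lowest of 10 in their regions, so both are among those with fewer counts and their rank does not exclude low depth. The 3 libraries with still fewer counts held at most 1.23 CPM of the globins and 0.506 CPM of the Hox genes. In raw counts, the globins had 3925 and 3943 in the libraries in question and at most 28 in any of the other 18. The Hox genes had 671 and 672 against at most 25. For the globins and the Hox genes, these values argue against low depth. A mislabelled genotype was not at work, since App was at 23.3% of the lowest control in the neocortical library and 33.3% in the hippocampal library, where the other cTKO libraries reached 27.7% and 32.4%. The deposited values are raw counts, so no normalization by the authors enters. RNA of embryonic tissue, at least in part male if the Y-linked counts came with it, is a candidate explanation that these tests leave standing. Y-linked counts alone could also come from a male brain library, which would not bring the embryonic genes. Neither was followed further, and the step at which it would have entered was not tested. A biological explanation, such as embryonic tissue growing in the cortex, would have to hold in one region and not the other if the numbers mark the same mouse, and it was not tested further.

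In a group of 5 libraries, a library was singled out when its gap to the nearest other, divided by the range of the group, was above 0.71, Dixon's critical value. Over 396 groups tested, 27 had such a library, and chance gives 19.8. Of these, 7 fell in cTKO neocortex library 5 and 5 in cTKO hippocampus library 4, the libraries with the embryonic transcripts. In cTKO neocortex library 5, H19 (0.897), Top2a (0.842), Foxm1 (0.833), the proliferation score (0.958) and the score of meningeal fibroblasts (0.721) were high and Apbb1 (0.724) and Rxfp3 (0.822) were low. In cTKO hippocampus library 4, H19 (0.846), Top2a (0.879), Foxm1 (0.724) and the proliferation score (0.846) were high and the score of inhibitory neurons (0.722) was low. Dividing cells and fibroblasts in admixed embryonic RNA could raise the first of these, for which the 186 Y-linked counts are the evidence at hand, and a loss of neuronal transcripts by dilution was not tested.

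The other libraries singled out fell in no more than 3 values each. In control hippocampus, Ptchd1 was low in library 1 (0.731), Trp53 low (0.756) and Vwa5b1 high (0.751) in library 3, Fndc9 low in library 4 (0.743), and Aplp2 (0.770), Serpinf1 (0.871) and Top2a (0.723) low in library 5. In cTKO hippocampus, Kcnq1 (0.823) and Nts (0.752) were high in library 1, Egfr low in library 2 (0.736) and Mme high in library 5 (0.801). In control neocortex, the score of homeostatic microglia was high in library 2 (0.827) and Map3k19 low in library 4 (0.817). In cTKO neocortex, Kcnh5 was low in library 3 (0.759) and the score of the thalamus low in library 4 (0.797). These are no more than chance gives, and no biological explanation was tested for them.

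The change between cTKO mice and controls differed between the regions in 8 genes at an FDR of 0.05 for the region by genotype interaction. Of those named here, Lrrc55 (log2 difference 1.04, FDR 0.00124), Ptchd1 (1.04, FDR 0.00444), Penk (1.91, FDR 0.00444), Drd1 (1.54, FDR 0.00444), Rprm (1.56, FDR 0.0146) and Syne1 (0.76, FDR 0.0418) had a higher log2 fold change in the hippocampus, and Trpa1 (-5.01, FDR 0.0155) fell there. The log2 fold change in the neocortex was -0.14 for Lrrc55 (FDR 0.578) and -0.16 for Ptchd1 (FDR 0.614), so these did not rise in both regions. In the neocortex Trpa1 was at or near the limit of the depth in both genotypes, so its difference between regions is also one of detection. Of the 16 splits of the 10 mice that part all same-numbered pairs, 1, the real one, gave as many genes, and the other 15 gave 0, with 196 to 679 genes at an unadjusted p of 0.05 against 532 in the real split. A share of 1 in 16 is above 0.05 whatever the data, so these 16 alone cannot decide whether the result is one of chance. Among 44 further splits, which part fewer of the pairs and count only if the same number marks no pair, the highest number was 2. The number of genes lay between 4 and 26 over the alternatives, and it was 18 with a block for the mouse, if the same number is taken to mark the same mouse, which is not stated. Excitatory neurons of the hippocampus may respond to the loss of the APP family differently from those of the neocortex, which was not tested. Cre active in a larger share of cells in the hippocampus would lower the targeted genes more there, and they fell no more there than in the neocortex (App log2 difference 0.33, FDR 0.494; Aplp2 0.36, FDR 0.877; Aplp1 -0.0046, FDR 1.00). The fall also depends on how much of each gene other cells express, so the share itself was not measured. More striatal tissue in the hippocampal samples of cTKO mice, which could raise Penk and Drd1, was tested with the other striatal genes, and these did not differ (exact permutation p = 0.532).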

How the results depend on the processing

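The exact test with each library left out and the fits with tagwise dispersions were chosen only after the results were seen; the other alternatives were set before the data were examined.

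App, Aplp1 and Aplp2 were DEGs in both regions under all 24 alternatives for single genes. The numbers of DEGs, by contrast, depended on the test. In the neocortex, where the quasi-likelihood test gave 26 DEGs, the exact test gave 163, the likelihood ratio test 167, DESeq2 221, no filter on low counts 42, the library number as a block 12, RIN as a covariate 9, tagwise dispersions with the exact test 165, and trended and tagwise dispersions with the likelihood ratio test 167. Leaving out one library at a time gave 7 to 133 DEGs. In the hippocampus, with 67 DEGs, the exact test gave 258, the likelihood ratio test 259, DESeq2 331, one fit of all 20 libraries 189, RIN as a covariate 36, tagwise dispersions with the exact test 258, and trended and tagwise dispersions with the likelihood ratio test 261. Leaving out one library at a time gave 15 to 149. The exact test itself gave 87 to 364 DEGs in the neocortex and 152 to 448 in the hippocampus across the fits that each left out one library. In the simulation with 2-fold changes, the quasi-likelihood test made 186 calls, with 4.84% false and 88.5% of the changes recovered. The exact test made 210 calls there, with 11.4% false and 93% recovered. The simulation thus showed no gap between these tests as wide as that on the libraries. Why the tests differ on these libraries was not tested.

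For the 9 DEGs shared by both regions, the exact test and the likelihood ratio test each gave 41, DESeq2 48, tagwise dispersions with the exact test 46, trended and tagwise dispersions with the likelihood ratio test 49, the library number as a block 4 and RIN as a covariate 4, with 4 to 23 when a library number of one genotype was left out. Of the 45 genes in Supplementary Table S2, 15 were DEGs in the neocortex. The number was 35 with the exact test, 35 with the likelihood ratio test, 35 with DESeq2, 8 with all 20 libraries in one fit, 6 with the library number as a block, 7 with RIN as a covariate, 36 with each of the tagwise fits, and 6 to 30 with one library left out. In the hippocampus, where it was also 15, it was 35 with the exact test, 35 with the likelihood ratio test, 37 with DESeq2, 28 with all 20 libraries in one fit, 8 with RIN as a covariate, 39 with each of the tagwise fits, and 5 to 23 with one library left out. DESeq2 gave no p for Top2a and H19, so these have no value there. For the 8 genes of the region by genotype interaction, the likelihood ratio test gave 26, DESeq2 26 and mouse number within genotype as a block 18, and leaving out one number at a time gave 4 to 20. The cause of these differences was not tested.

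Npas4 was the 1 DEG among the 12 putative AICD target genes in each region. In the hippocampus, 0 were DEGs with the robust fit (4 at an unadjusted p of 0.05), 0 with the block (5 at that p), 0 with RIN (3 at that p) and 0 with Xist as a covariate (4 at that p), and 0 to 1 with one library left out (at least 2 at that p). In the neocortex, 0 were DEGs in the fit of all 20 libraries (1 at that p) and 0 with the block (1 at that p), and 0 to 1 with one library left out (at least 1 at that p). The direction of Npas4 was the same in all 24 alternatives in both regions. Nep was a DEG in the hippocampus in 0 of the 5 fits that left out a cTKO library (1 had an unadjusted p under 0.05), and in 1 with the exact test and 1 with the likelihood ratio test, the one without cTKO library 5, which is the library highest in Nep.

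The enrichment of collagen chains in the neocortex had an adjusted p of 1 and passed the threshold with the exact test (0.0387), the likelihood ratio test (0.0414), tagwise dispersions with the exact test (0.00057), trended and tagwise dispersions with the likelihood ratio test (0.000603) and camera (7.85e-05), and lay between 0.0211 and 1 with one library left out. With the exact test it lay between 1.21e-09 and 0.459 when libraries were left out, and the class passed in 5 of those 10 fits. For potassium channels in the hippocampus, the adjusted p of 0.647 became 0.0433 with the exact test, 0.0439 with the likelihood ratio test, 0.0343 with tagwise dispersions and the exact test, and 0.0357 with trended and tagwise dispersions and the likelihood ratio test, and lay between 0.00179 and 1 with the exact test and libraries left out. For ion channels in the hippocampus, 1 became 0.0457, 0.0467, 0.0343 and 0.0365 in the same order, and 0.0313 with camera, and 0.0344 to 1 with the exact test and libraries left out. With DESeq2, collagen chains (0.270), potassium channels (0.0736) and ion channels (0.0736) did not pass. Neuropeptides and their receptors in the hippocampus went from 0.00213 to 0.780 with camera, and lay between 3.13e-06 and 0.328 with one library left out. They were at 4.69e-08 with the exact test, 4.88e-08 with the likelihood ratio test and 2.44e-10 with DESeq2. The ratio of the distance between regions to that between genotypes moved from 1.74 to 1.44 with the top 50 genes and to 2.16 with a common selection, and stayed above 1 in all 3 alternatives.

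Some small changes reversed. With RIN as a covariate, the log2 fold change became 0.0027 for Bace1, 0.019 for Mme and -0.099 for Ppl in the neocortex and 0.023 for Egfr in the hippocampus. With the median in place of the mean, the score became 0.054 for endothelium and pericytes and -0.13 for inhibitory neurons in the neocortex, and -0.12 for neuropeptides and receptors, 0.037 for oligodendrocytes and -0.24 for inhibitory neurons in the hippocampus, the last with an FDR of 0.0476 against 0.765 with the mean and up to 1 over its alternatives. The other reversals came from leaving out one library, and the log2 fold change then ranged in the neocortex from -0.063 to 0.0041 for Bace1, -0.024 to 0.11 for Cdk14, -0.14 to 0.0081 for Egfr, -0.0016 to 0.085 for Gapdh, -0.037 to 6.25 for H19, -0.053 to 0.014 for Kat5, -0.035 to 0.23 for Kcna5, -0.20 to 0.023 for Mme, -0.084 to 0.23 for Ppl and -0.055 to 2.93 for Top2a. In the hippocampus, it ranged from -0.0038 to 0.071 for Bace1, -0.11 to 0.028 for Cdk14, -0.092 to 0.059 for Egfr, -0.016 to 0.077 for Gsk3b, -0.028 to 0.020 for Kat5, -0.053 to 0.11 for Kcnq5 and -0.037 to 0.081 for Lrp1. The scores ranged from -0.063 to 0.11 for choroid plexus, -0.033 to 0.023 for endothelium and pericytes and -0.038 to 0.028 for excitatory neurons in the neocortex, and from -0.011 to 0.099 for neuropeptides and receptors, -0.12 to 0.029 for oligodendrocytes and -0.011 to 0.092 for inhibitory neurons in the hippocampus. For H19 and Top2a in the neocortex, the lowest values are those without cTKO library 5, which carries the embryonic transcripts. For the others, the cause was not tested.

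Under the alternatives, single genes, scores and the changes of neighbouring genes gave 4178 values, of which 3610 kept their direction and their side of the threshold. Of the single genes, 251 values were newly past the threshold and 55 no longer past it under the alternatives that kept all libraries, and 34 and 168 under those that left one out. Of the scores, 2 and 4 were newly past it, not counting that of inhibitory neurons, which also reversed. The depth limits genes near 3 counts per library, such as Trpa1 in cTKO hippocampus, and no result there goes beyond a fall to the limit of detection.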

Differences from the paper's values

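No test of a cause was made in this part, and the fits with tagwise dispersions were chosen only after the values were seen, as was the exact test with libraries left out.

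In the neocortex, the paper's number of DEGs is 189, and the quasi-likelihood test gave 26. Of the alternatives set before the data were examined, the exact test (163), the likelihood ratio test (167), DESeq2 (221) and the fit without cTKO library 5 (133) came within 1.5 times the paper's number, and the others did not. The paper's number of up-regulated DEGs is 121 against 12 here, and it was approached by the exact test (82), the likelihood ratio test (84) and DESeq2 (91) alone among them. The paper's number of down-regulated DEGs is 68 against 14 here, and the exact test (81), the likelihood ratio test (83) and the fits without cTKO library 3 (84) and without cTKO library 5 (56) came within that range, while DESeq2 (130) did not. Tagwise dispersions with the exact test, chosen after seeing the values, gave 165 (93 up-regulated and 72 down-regulated), and trended and tagwise dispersions with the likelihood ratio test, also chosen after seeing the values, gave 167 (95 up-regulated and 72 down-regulated).

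In the hippocampus, the paper's number of DEGs is 274 against 67 here. The exact test (258), the likelihood ratio test (259), DESeq2 (331) and one fit of all 20 libraries (189) came within 1.5 times that number and the other alternatives set before the data were examined did not. The paper's number of up-regulated DEGs is 132 against 43 here, and the same 4 settings came within its range, with 141, 142, 182 and 98. The paper's number of down-regulated DEGs is 142 against 24 here, and the exact test (117), the likelihood ratio test (117) and DESeq2 (149) came within its range, while the fit of all 20 libraries (91) did not. Tagwise dispersions with the exact test, chosen after seeing the values, gave 258 (143 up-regulated and 115 down-regulated), and trended and tagwise dispersions with the likelihood ratio test, chosen after seeing the values, gave 261 (145 up-regulated and 116 down-regulated).

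Of the DEGs shared by both regions, the paper's number is 27 up-regulated and 18 down-regulated, against 3 and 6 here. For the up-regulated genes, the exact test (22), the likelihood ratio test (22) and DESeq2 (24) came within 1.5 times the paper's number among the alternatives set before the data were examined. For the down-regulated genes, the exact test (19), the likelihood ratio test (19), DESeq2 (24) and the fit without cTKO number 3 (12) did so. Tagwise dispersions with the exact test (28 and 18) and trended and tagwise dispersions with the likelihood ratio test (30 and 19), chosen after seeing the values, did so for both.

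For Nep in the hippocampus without the removed cTKO mouse, the paper's log2 expression fell by 0.65 and the paper's FDR is 0.007. Here it fell by 0.30 without cTKO library 1, by 0.33 without library 2, by 0.31 without library 3 and by 0.35 without library 4, and no alternative set before the data were examined brought these 4 to the paper's value. Without library 5, it fell by 0.64, which is within the error of the paper's value. By MDS distance, library 5 lay nearest to the others of its region, while the paper removed the mouse whose profile differed most. The FDR was 0.652, 0.677, 0.670, 0.631 and 0.0965 without libraries 1 to 5, and none of the alternatives set before the data were examined gave 0.007. The lowest FDR values were those without library 5, 0.0306 with the exact test and 0.0289 with the likelihood ratio test.

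For Prss23 in the neocortex, the log2 fold change in the paper's Supplementary Table S2 is 1.306, and here it was 0.62 (standard error 0.16, FDR 0.155). None of the alternatives set before the data were examined closed the gap, with values between 0.47 and 0.71. All other genes of the table had log2 fold changes within the error of the paper's in both regions. Over the alternatives, the FDR of Prss23 lay between 0.0150 and 0.428 in the neocortex, where it was a DEG with the exact test (0.0275), the likelihood ratio test (0.0260), DESeq2 (0.0206), the fit without cTKO library 5 (0.0435) and, chosen after seeing the values, tagwise dispersions with the exact test (0.0167) and trended and tagwise dispersions with the likelihood ratio test (0.0150). In the hippocampus (FDR 0.118), it lay between 0.000975 and 0.250, and Prss23 was a DEG in the same settings and in the fit of all 20 libraries (0.0229). With the exact test and one library left out, chosen after seeing the values and not counted above, it was a DEG in 4 of 10 fits in the neocortex (FDR 0.00130 to 0.151) and 10 of 10 in the hippocampus (5.87e-05 to 0.0486).

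The paper lists the 45 genes of that table as DEGs in both regions, and here 15 were DEGs in the neocortex and 15 in the hippocampus. More of them were DEGs with the exact test (35 and 35), the likelihood ratio test (35 and 35), DESeq2 (35 and 37), no filter (17 and 16) and the fit without cTKO number 5 (30 and 23), in the neocortex without cTKO library 3 (21), in the hippocampus in the fit of all 20 libraries (28), and, chosen after seeing the values, with each of the tagwise fits (36 and 39).

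The paper states that Kcnq3 is significantly lower in the hippocampus of cTKO mice. Here its FDR was 0.169, and over the 24 alternatives between 0.0210 and 0.328. It was a DEG with the exact test (0.0448), the likelihood ratio test (0.0437), DESeq2 (0.0363) and, chosen after seeing the values, tagwise dispersions with the exact test (0.0218) and trended and tagwise dispersions with the likelihood ratio test (0.0210). The paper states that Npy is significantly higher there. Here its FDR was 0.0654, and between 1.38e-05 and 0.177 over the alternatives. Npy was a DEG with the exact test (0.000538), the likelihood ratio test (0.000514), DESeq2 (0.00442), the fit of all 20 libraries (0.00648), Xist as a covariate (0.0416), the fit without cTKO library 5 (0.00677) and, chosen after seeing the values, tagwise dispersions with the exact test (1.88e-05) and trended and tagwise dispersions with the likelihood ratio test (1.38e-05). Of the potassium channel genes the paper names as examples, Kcnh5 had an FDR of 0.116 in the hippocampus, with 0.0172 to 0.275 over the alternatives, and was a DEG with the exact test (0.0318), the likelihood ratio test (0.0299) and DESeq2 (0.0172). Kcne1l had an FDR of 0.243, with 0.0346 to 0.438 over the alternatives, and was a DEG in the fit without cTKO library 5. Kcna5 had an FDR of 0.230 and was a DEG under none of the alternatives, where its FDR lay between 0.129 and 0.436. The exact test with one library left out, chosen after seeing the values, is not among these alternatives. With it, Kcnq3 was a DEG in 3 of 10 fits (FDR 0.00520 to 0.153), Npy in 10 (2.62e-10 to 0.00739), Kcnh5 in 4 (0.00943 to 0.175), Kcne1l in 1 (0.000368 to 0.312) and Kcna5 in 0 (0.0680 to 0.411).

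The paper gives Npas4 a far lower FDR in both regions than the 0.0144 in the neocortex and 0.0434 in the hippocampus found here. In the neocortex, the FDR was 2.32e-07 with the exact test, 2.46e-07 with the likelihood ratio test, 8.28e-08 with DESeq2 and, chosen after seeing the values, 5.41e-08 and 8.93e-08 with the tagwise fits, and it reached 0.167 among the alternatives. In the hippocampus, it was 0.000182 with the exact test, 0.000169 with the likelihood ratio test, 4.81e-05 with DESeq2 and, chosen after seeing the values, 1.77e-05 and 1.27e-05 with the tagwise fits, and it reached 0.135 among the alternatives.

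The paper states that the extracellular matrix in the neocortex and ion channels, potassium channels among them, in the hippocampus are enriched among its DEGs by GO terms, which were not used here. The nearest classes tested here, collagen chains (adjusted p = 1), ion channels (adjusted p = 1) and potassium channels (adjusted p = 0.647), were not enriched by Fisher's exact test among the DEGs of the quasi-likelihood test. All 3 classes were enriched with the exact test (0.0387, 0.0457 and 0.0433) and the likelihood ratio test (0.0414, 0.0467 and 0.0439), and, chosen after seeing the values, with tagwise dispersions and the exact test (0.00057, 0.0343 and 0.0343) and trended and tagwise dispersions and the likelihood ratio test (0.000603, 0.0365 and 0.0357). With DESeq2, set before the data were examined, the 3 classes did not pass Fisher's exact test (0.270, 0.0736 and 0.0736 in the same order). Collagen chains (7.85e-05) and ion channels (0.0313) passed with camera, and collagen chains without cTKO library 3 (0.0211). With the exact test and one library left out, chosen after seeing the values, collagen chains passed in the 5 of 10 fits without a cTKO library (the lowest 1.21e-09), ion channels in 2 of 10, those without cTKO libraries 4 and 5 (the lowest 0.0344), and potassium channels in 3 of 10, those without cTKO libraries 4 and 5 and control library 2 (the lowest 0.00179). Over all the alternatives, the adjusted p lay between 1.21e-09 and 1 for collagen chains, 0.0313 and 1 for ion channels, and 0.00179 and 1 for potassium channels.

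The paper's list of shared down-regulated genes names Cdk14, where its Supplementary Table S2 has Cdkl4. Here Cdk14 had log2 fold changes of 0.059 in the neocortex (FDR 0.882) and -0.038 in the hippocampus (FDR 0.939), and Cdkl4 of -0.45 and -0.61. The names Lrrc33 and Plekha in the paper's text were taken as Nrros and Plekha2 of the table. The Venn diagrams of Fig. 2h,i and the text split the hippocampal DEGs differently into up-regulated and down-regulated genes, and here 43 were up-regulated and 24 down-regulated.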

Other observations

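The tests of activated microglia, of striatal genes, of sex and of other splits were written before their results were seen, and the other tests in this part were chosen only after the result was seen.

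The numbers of DEGs were compared with other splits of the 10 mice of a region. Of the 16 splits that part all same-numbered pairs, 1, the real one, gave as many DEGs in the neocortex (26), 1 in the hippocampus (67) and 1 for the DEGs shared by both regions (9), and the other 15 gave 0 for each, with 228 to 1182, 400 to 1167 and 9 to 194 genes at an unadjusted p of 0.05, against 1444, 1646 and 430 in the real split. A share of 1 in 16 is the smallest that these splits can give, whatever the data, so these 16 alone cannot decide whether the numbers are ones of chance. A further 44 of the 60 splits drawn, out of 126 possible, part fewer pairs and gave at most 2, 1 and 1, far fewer than the real split. They count only if the same number of a control and a cTKO library marks no pair, which is not stated. The residual correlation between a control and a cTKO library of the same number was 0.129 on average in the neocortex, against -0.032 for different numbers, and 0.028 against -0.0071 in the hippocampus. Between a neocortical and a hippocampal library of the same number, it was 0.272 against -0.067 in controls and 0.177 against -0.040 in cTKO mice. Residuals were centred within each group, which ties the value for different numbers to that for the same number, so it is no separate comparison. Single same-numbered pairs of the 2 regions ranged from 0.115 to 0.348 in controls and from -0.0907 to 0.375 in cTKO mice. The libraries with Xist also carry the same numbers in both regions.

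RNA of other tissue in cTKO neocortex library 5 and cTKO hippocampus library 4 could have added up-regulated genes to the lists of the exact test. Leaving out the first lost 5 of the 82 up-regulated DEGs of the neocortex, where leaving out other cTKO libraries lost 5 to 34, and leaving out the second lost 20 of the 141 of the hippocampus, where the others lost 8 to 35. Most up-regulated genes of the lists were thus still called without these libraries, although in these data the change of H19 and Top2a came from them. The paper's qRT-PCR of a different set of mice, not analysed here, treats these genes differently. The paper names Top2a, but not H19, among the genes whose difference there was not significant. In the other direction, leaving out cTKO neocortex library 5 added 172 DEGs to the list of the exact test, where leaving out other cTKO libraries added 7 to 209, and it took the DEGs of the quasi-likelihood test from 26 to 133. Leaving out cTKO hippocampus library 4 added 47, where the others added 23 to 211. The enrichment of collagen chains among the DEGs of the exact test in the neocortex had an adjusted p of 0.0446 without cTKO neocortex library 5, against 0.0387 with it and 1.21e-09 to 0.459 over the fits that each left out one library.

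Lower Npas4 could reflect lower expression of activity-induced genes as a whole. The other 28 immediate early genes did not differ in the hippocampus (exact permutation p = 0.571, mean log2 difference -0.13, 1 of 5 cTKO libraries above the control mean, 17 genes lower and 11 higher) or the neocortex (exact permutation p = 0.333, mean log2 difference -0.20, 24 genes lower and 4 higher), so a fall of the class as a whole was not detected by this test. Over all tested genes, camera gave lower expression of the class with Npas4 in it in both regions (adjusted p = 5.06e-07 in the neocortex and 0.0313 in the hippocampus), a test that takes genes and not libraries as its replicates.

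Higher Npy and Bdnf in cTKO hippocampus may be part of a rise of slow activity-induced genes. The other 9 genes of that class were higher by 0.69 on the log2 scale in the hippocampus (exact permutation p = 0.0159, 8 of 9 genes and 5 of 5 cTKO libraries higher) and by 0.38 in the neocortex (exact permutation p = 0.0317, 8 of 9 genes and 4 of 5 cTKO libraries higher). Penk, already known to be higher, is among the 9. Adjusted over the 18 classes, the whole class had an FDR of 0.0952 in the hippocampus and 0.214 in the neocortex, so it does not pass the correction. With 5 libraries against 5, the smallest p is 0.00794, which gave the striatal class an FDR of 0.0952, so failing this correction says little. Camera gave 4.37e-14 in the hippocampus and 4.05e-08 in the neocortex for higher expression of the class, with genes and not libraries as replicates. In the hippocampus the FDR lay between 0.0357 and 0.214 over its alternatives, under 0.05 with the median in place of the mean (0.0476) and without cTKO library 5 (0.0357). A hypothesis is that sustained activity of neurons in the cTKO hippocampus raises these genes while Npas4 is lowered by another route, and the libraries hold no measure of activity to test it. Strain differences are a further possibility, since the mice are on a mixed background, and these were not tested.

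Gpnmb was higher in cTKO hippocampus (log2 fold change 1.73, FDR 0.0153), which could come from activated microglia. The other activated-microglia genes did not differ in the hippocampus (exact permutation p = 0.540, mean log2 difference 0.082, 3 of 5 cTKO libraries higher) or the neocortex (exact permutation p = 0.302, mean log2 difference 0.099, 3 of 5 higher). For the whole class, Gpnmb included, camera gave an adjusted p of 0.0330 in the hippocampus and 0.0317 in the neocortex for higher expression. Drd1 and Penk were higher in cTKO hippocampus, and striatal tissue in the dissection could raise them, but the other 8 striatal genes did not differ (exact permutation p = 0.532, mean log2 difference -0.085, 1 of 5 cTKO libraries higher). The 10 striatal genes together, Drd1 and Penk included, had an adjusted p of 6.51e-06 for higher expression with camera, and their score an FDR of 0.0952 by exact permutation, and between 0.0357 and 0.214 over its alternatives, under 0.05 with the median in place of the mean (0.0476) and without cTKO library 5 (0.0357).

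The 10 genes on each side of App, Aplp1, Aplp2, Ecel1 and Bmp3 had a median absolute change at percentiles 19.3 to 93.55 of random windows in the neocortex and 4.58 to 93.4 in the hippocampus.

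Leaving out a cTKO library with Xist raised the number of DEGs, to 120 without cTKO neocortex library 3, 133 without cTKO neocortex library 5 and 149 without cTKO hippocampus library 5. An effect that differs with sex could do this. The interaction of genotype with Xist gave 0 genes at an FDR of 0.05 in the hippocampus, with 910 at an unadjusted p of 0.05, and 0 in the neocortex, with 1503 at an unadjusted p of 0.05. No single gene was thus detected with 2 libraries with Xist in each genotype. The 1503 genes exceed the 1444 of the genotype comparison there, so a weak effect over many genes is not excluded. In cTKO neocortex library 5, which has Xist and the embryonic transcripts, sex cannot be told apart from embryonic RNA. Without cTKO hippocampus library 3, which also has Xist, the number of DEGs was 71.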
